# DPPIV^+^ fibro-adipogenic progenitors form the niche of adult skeletal muscle self-renewing resident macrophages

**DOI:** 10.1038/s41467-023-43579-3

**Published:** 2023-12-13

**Authors:** Farshad Babaeijandaghi, Nasim Kajabadi, Reece Long, Lin Wei Tung, Chun Wai Cheung, Morten Ritso, Chih-Kai Chang, Ryan Cheng, Tiffany Huang, Elena Groppa, Jean X. Jiang, Fabio M. V. Rossi

**Keywords:** Phagocytes, Mesenchymal stem cells

## Abstract

Adult tissue-resident macrophages (RMs) are either maintained by blood monocytes or through self-renewal. While the presence of a nurturing niche is likely crucial to support the survival and function of self-renewing RMs, evidence regarding its nature is limited. Here, we identify fibro-adipogenic progenitors (FAPs) as the main source of colony-stimulating factor 1 (CSF1) in resting skeletal muscle. Using parabiosis in combination with FAP-deficient transgenic mice (*Pdgfrα*^*CreERT2*^ *×* DTA) or mice lacking FAP-derived CSF1 (*Pdgfrα*^*CreERT2*^ *× Csf1*^*flox/null*^), we show that local CSF1 from FAPs is required for the survival of both TIM4^-^ monocyte-derived and TIM4^+^ self-renewing RMs in adult skeletal muscle. The spatial distribution and number of TIM4^+^ RMs coincide with those of dipeptidyl peptidase IV (DPPIV)^+^ FAPs, suggesting their role as CSF1-producing niche cells for self-renewing RMs. This finding identifies opportunities to precisely manipulate the function of self-renewing RMs in situ to further unravel their role in health and disease.

## Abstract (web summary)

Although macrophages infiltrating the skeletal muscles are known to be important in muscle growth and repair, much less is known about muscle-resident macrophages. Here, the authors identify a fibro-adipogenic progenitor niche involved in the maintenance of skeletal muscle-resident macrophages.

## Introduction

Tissue-resident macrophages (RMs) are a heterogenous population of immune cells found in almost all anatomical locations. RMs have well-defined tissue-specific homeostatic functions such as red blood cell disposal by splenic red pulp macrophages, bone resorption by osteoclasts, or synaptic remodeling by microglia^1–4^. In addition, further evidence has emerged regarding the important role of RMs in pathological conditions. For example, impaired clearance of autoantigens present on apoptotic cells by RMs has been proposed to drive the development of autoimmune reactions^5,6^ and the expansion of RMs has been linked to the impairment of pancreatic β-cell function in obesity^7^.

Skeletal muscle plays a critical role in metabolism and whole-body homeostasis^8^. Furthermore, it has a unique capacity to fully recover following injury, making it the subject of many studies on tissue regeneration^9–11^. Evidence is emerging regarding the important role of skeletal muscle RMs in muscle metabolism^12^, growth^13^, and aging^14^. In skeletal muscle, two main populations of RMs reside at steady state: a population of TIM4^-^ macrophages derived from blood monocytes, and a population of TIM4^+^ macrophages that self-renew (self-renewing resident macrophages, SRRMs)^12^.

A niche, originally defined for self-renewing stem cells, is considered as an area of tissue composed of cells, matrix, and physical and molecular signals that provides a specific supportive microenvironment required for stem cell maintenance and function^15^. Similar to stem cells, SRRMs are likely located in a particular niche that governs their fate, phenotype and function^16^. However, while the niches of adult stem cells have been identified and characterized in multiple tissues^17–19^, the existence of a niche for SRRMs has not yet been confirmed and little is known about its cellular and molecular components.

Fibro-Adipogenic Progenitors (FAPs) constitute a subset of mesenchymal cells residing in the interstitium of various tissues, including skeletal muscle. They possess a distinctive capacity to differentiate into fibrogenic and adipogenic lineages both in vivo and in vitro^20^. These cells can be identified within skeletal muscle by their expression of PDGFRα or as CD45^-^CD31^-^Sca-1^+^ cells^21,22^. In response to muscle injury, these cells become activated and undergo proliferation. While they don’t directly contribute to myogenesis, they create a temporary environment for satellite cell activation and differentiation^21^. Upon activation, FAPs generate numerous cytokines, implying their potential involvement in modulating the inflammatory response. Beyond regeneration, a growing body of evidence underscores the pivotal role of FAPs in regulation of muscle homeostasis in both health and disease^23–26^. Here, we identify a subpopulation of FAPs that express dipeptidyl peptidase IV (DPPIV) as a key component of the niche for SRRMs in adult skeletal muscle.

## Results and discussion

### Colony-stimulating factor 1 (CSF1) from FAPs is required for the survival of monocyte-derived and self-renewing muscle RMs

It is well-known that CSF1 is required for the development and maintenance of RMs. The lack of CSF1 in op/op mice is associated with a reduced number of RMs in different tissues^27^. CSF1 from *Pdgfra*^*+*^ fibroblasts has recently been shown to be required for embryonic development of Kupfer cells in the liver^28,29^. The role of CSF1 is not limited to development but continues in adult tissues. CSF1R signaling is crucial for the survival of RMs in different adult tissues including skeletal muscle^12,30^. However, the source of CSF1 in adult skeletal muscle is not known. While circulating CSF1 has been proposed to nurture RMs in some tissues, CSF1 is provided by local resident cells in most tissues^31^. Therefore, in order to look for the potential existence of a nurturing niche for SRRMs in the skeletal muscle, we initially assessed the local cellular source of CSF1.

As we showed recently^12^, skeletal muscle is composed of three main myelomonocytic populations (fig. S1a): a population of F4/80^+^TIM4^+^CCR2^-^ resident macrophages (TIM4^+^ RMs) that self-renew (self-renewing resident macrophages, SRRMs), a population of F4/80^+^TIM4^-^CCR2^-/+^ resident macrophages (TIM4^-^ RMs) that are in exchange with blood monocytes at steady state, and a population of F4/80^Low^CD11c^+^MHCII^+^CCR2^+^ cells likely representing dendritic cells (DCs). In contrast to the TIM4^+^ and TIM4^-^ populations, the DC-like population has lower expression of *Csf1r* and is not dependent on CSF1R signaling to survive^12^. A similar population of self-renewing TIM4^+^ macrophages has also been shown to exist across different organs^32^. Different resident cell types have been proposed to be the local source of CSF1, including blood endothelial cells in the liver sinusoids^33^, neurons in the gut^34^, stellate cells in the liver^33^, stromal fibroblasts and osteoblasts in the bone marrow^35^, epithelial cells in the kidney proximal convoluted tubules^35^, lymphatic endothelial cells in lymph nodes^36^, reticular fibroblasts in the spleen^37^, and osteoblastic cells in the bone^38^. To elucidate which cells are providing CSF1 in adult skeletal muscle, we initially evaluated the expression of *Csf1* across various muscle-resident cell types using two publicly available single-cell RNA sequencing datasets. In the Tabula Muris dataset^39^, *Csf1* is expressed by muscle-resident mesenchymal stromal cells, including fibro-adipogenic progenitors (FAPs), endothelial cells, and tenocytes (Fig. S1b). On the other hand, in the dataset generated by De Micheli AJ et al.^40^, *Csf1* expression is restricted to FAPs in skeletal muscle at steady state (Fig. S1c). Taking into account the limitations inherent in single-cell RNA sequencing such as potential biases in transcript coverage and the challenges posed by low sequencing depth, we further purified the main resident cell types including CD31^+^ endothelial cells, CD45^+^ hematopoietic cells, CD31^-^CD45^-^Sca1^-^CD106^+^ skeletal muscle precursor cells (MuSCs)^41^, and CD31^-^CD45^-^Sca1^+^ FAPs^42^, from undamaged skeletal muscle using fluorescence-activated cell sorting (FACS; Fig. 1a) to assess *Csf1* expression using droplet digital PCR. We found FAPs to be the only cell population expressing high levels of *Csf1* at steady state (Fig. 1b). Using *Pdgfrα*^*CreERT2*^ *×* DTA mice, we successfully achieved the depletion of 80% of FAPs within one month following initiation of tamoxifen induction (Fig. 1c). Depletion of FAPs resulted in a significant reduction in the amount of CSF1 protein in skeletal muscle, further supporting that FAPs are a main source of CSF1 production in skeletal muscle at steady state (Fig. 1d). Within two weeks of FAP depletion (one month after tamoxifen initiation), there was a comparable reduction in the number of both TIM4^+^ SRRMs and blood-derived TIM4^-^ RMs, suggesting that FAPs are required for their survival (Fig. 1e). To determine the role of FAP-derived CSF1 in the maintenance of RMs, we generated a mouse strain in which one allele of *Csf1* has been deleted and the other allele is flanked by LoxP sites (*Csf1*^*flox/null*^). In order to specifically target the deletion of *Csf1* from FAPs, we crossbred *Csf1*^*flox/null*^ mice with *Pdgfrα*^*CreERT2*^ mice, generating a mouse strain herein referred to as the *Csf1*^*flox*^ mouse strain. This approach enabled us to delete both alleles of *Csf1* in approximately 72% of FAPs after tamoxifen induction (Fig. S1d). One month after initiation of tamoxifen induction, we observed no notable alterations in the number of TIM4^-^ RMs and TIM4^+^ RMs in *Csf1*^*flox*^ mice. Within 2–3 months, however, we observed a significant reduction in the number of TIM4^+^ SRRMs (Fig. 1f), confirming that CSF1 from FAPs is required for the survival/self-renewal of this population. There was also a reduction, albeit to a lesser extent, in the number of TIM4^-^ RMs (Fig. 1f). Pharmacological inhibition of CSF1R signaling^12^ or depletion of FAPs (Fig. 1e) led to a swift reduction in RMs. However, RMs exhibited prolonged survival after the depletion of CSF1 from FAPs. This might be attributed, in part, to the relatively lower recombination efficiency of the *Csf1*^*flox*^ system as well as using mice with a null allele of *Csf1* as controls. It may also indicate that FAPs supply additional physical and/or molecular signals capable of temporarily compensating for the lack of CSF1, thereby supporting the survival of RMs. Using mice with a null allele of *Csf1* as controls could also potentially explain the relatively modest reduction in the number of RMs observed in this model.

**Fig. 1:**
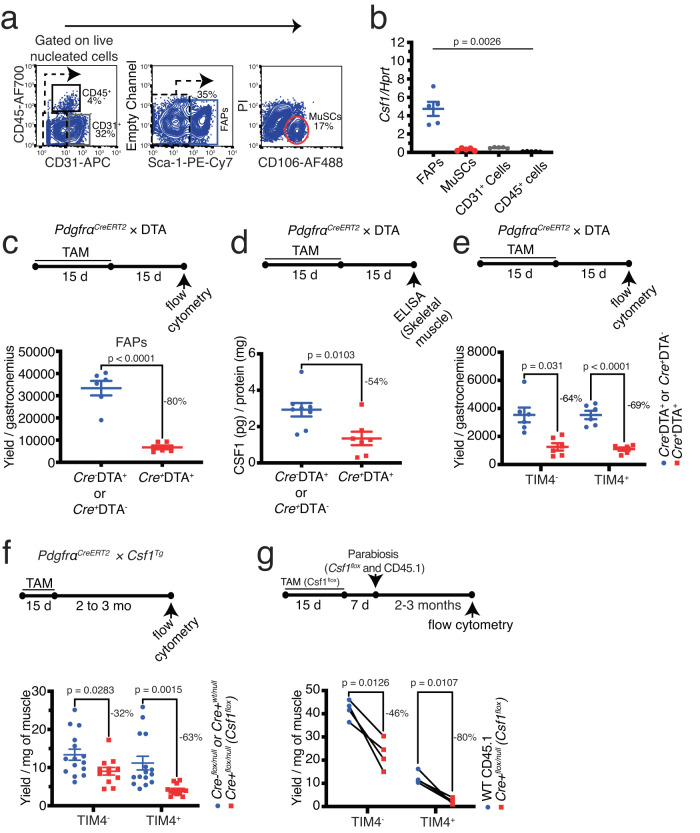
Local CSF1 from FAPs is required for the survival of muscle RMs. **a** Gating strategy to identify different muscle resident cell populations. **b** Expression of Csf1 in different muscle resident cell populations at steady state assessed by droplet digital PCR (*n* = 5 mice pooled from 2 experiments, Brown-Forsythe and Welch ANOVA tests). **c** The number of FAPs detected by flow cytometry in skeletal muscle from tamoxifen (TAM)-induced PdgfrαCreERT2 × DTA mice compared to TAM-induced transgene (Tg) controls (each dot represents one mouse, data were pooled from 2 experiments, unpaired *t*-test). Because there is a minor decrease in muscle mass after depleting FAPs, their numbers are presented per muscle (gastrocnemius) and not per milligram of tissue. **d** The amount of CSF1 detected by ELISA in quadriceps muscle of TAM-induced PdgfrαCreERT2 × DTA mice compared to Tg control (each dot represents one mouse, data were pooled from ≥3 experiments, unpaired *t*-test). **e** The number of TIM4- and TIM4+ RMs detected by flow cytometry in skeletal muscle from TAM-induced PdgfrαCreERT2 × DTA mice compared to Tg control (each dot represents one mouse, data were pooled from 2 experiments, unpaired *t*-test). **f** The number of TIM4- and TIM4+ RMs detected by flow cytometry in skeletal muscle from TAM-induced PdgfrαCreERT2 × Csf1flox/null mice and Tg controls (each dot represents one mouse, data were pooled from ≥3 experiments, unpaired *t*-test for TIM4- and unpaired *t* test with Welch’s correction for TIM4+). **g** Replacement of depleted muscle RMs in TAM-induced PdgfrαCreERT2 × Csf1flox/null mice by bone marrow blood progenitors from the wild type (WT) parabiotic partner (*n* = 4 parabiotic pairs from ≥3 experiments, paired *t*-test).

As mentioned above, in contrast to TIM4^+^ RMs that self-renew at steady state, TIM4^-^ RMs are replaced by blood monocytes. As PDGFRα^+^ cells exist in other tissues including the bone marrow^43^, we asked whether the reduced numbers of muscle TIM4^-^ macrophages in *Csf1*^*flox*^ mice resulted from deletion of CSF1 from FAPs in the bone marrow. To this end, we measured CSF1 in the bone marrow of the induced FAP-deficient transgenic mice (*Pdgfrα*^*CreERT2*^ *×* DTA) mice, which showed no difference compared to transgenic (Tg) control (Fig. S1e). Additionally, we surgically joined wild type (WT) B6.SJL-Ptprca Pepcb/BoyJ (B6 CD45.1) mice in parabiosis with tamoxifen-induced *Csf1*^*flox*^ mice to assess whether WT bone marrow can rescue the number of TIM4^-^ RMs of the *Csf1*^*flox*^ partner. A blood sharing rate of 19.22% ± 2.8% (mean ± standard deviation) was achieved in the *Csf1*^*flox*^ partner (Fig. S1f). The number of TIM4^-^ RMs in the *Csf1*^*flox*^ partner remained lower than the number of TIM4^-^ RMs in the WT partner after two months of blood sharing (Fig. 1g) suggesting that their depletion resulted from the absence of local CSF1 rather than from their impaired generation in the bone marrow. In summary, our data suggest that local CSF1 from muscle resident FAPs are required for the survival of both monocyte-derived TIM4^-^ and self-renewing TIM4^+^ RMs.

### Local CSF1 is required for restoration of depleted RMs

The number of RMs has been hypothesized to be controlled by the local availability of CSF1. According to this model^31^, following macrophage death, the amount of available CSF1 increases either passively due to the absence of CSF1 consumption or through active production of CSF1 by the niche cells. The increased availability of CSF1 induces macrophage proliferation and consumption of CSF1 by newly generated macrophages restores the initial equilibrium. To assess whether there is any change in CSF1 protein levels following RM depletion, we measured CSF1 in skeletal muscle at different time points after CSF1R inhibition and withdrawal (inh/wd) using ELISA. There was a significant increase in CSF1 concentration in skeletal muscle following CSF1R inhibition, which returned to baseline levels within 7 days of withdrawing the inhibitor (Fig. 2a). As circulating CSF1 has been proposed to regulate RM homeostasis in some tissues, we further measured the amount of CSF1 in the serum. We did not detect any changes in serum CSF1 concentration following CSF1R inh/wd (Fig. 2b), suggesting that the level of CSF1 in skeletal muscle is controlled locally. Therefore, we further investigated whether additional local sources of CSF1 are recruited to replenish RMs. Following CSF1R inh/wd, *Csf1* expression was still limited to FAPs among the cell populations that we analyzed (Fig. 2c). As depicted in Fig. 1f, a decreased number of RMs is evident upon targeted depletion of CSF1 from FAPs in steady-state muscle (32% and 63% reduction for TIM4^-^ and TIM4^+^ RMs, respectively). This reduction becomes more pronounced after CSF1R inh/wd, with a 41% and 66% reduction for TIM4^-^ and TIM4^+^ RMs, respectively (Fig. 2d). A lack of correlation between *Csf1* mRNA and protein levels has been suggested by different groups^44,45^. On the other hand, measuring the amounts of secreted factors from primary cells poses a challenge due to their extremely low concentrations. While direct analysis of CSF1 protein content in FAPs after RM depletion was not feasible, our observations, combined with the absence of noteworthy changes in the number of FAPs following inhibition of CSF1R (Fig. S2a), suggest that FAPs regulate local CSF1 production to replenish adult skeletal muscle RMs following their depletion.

**Fig. 2:**
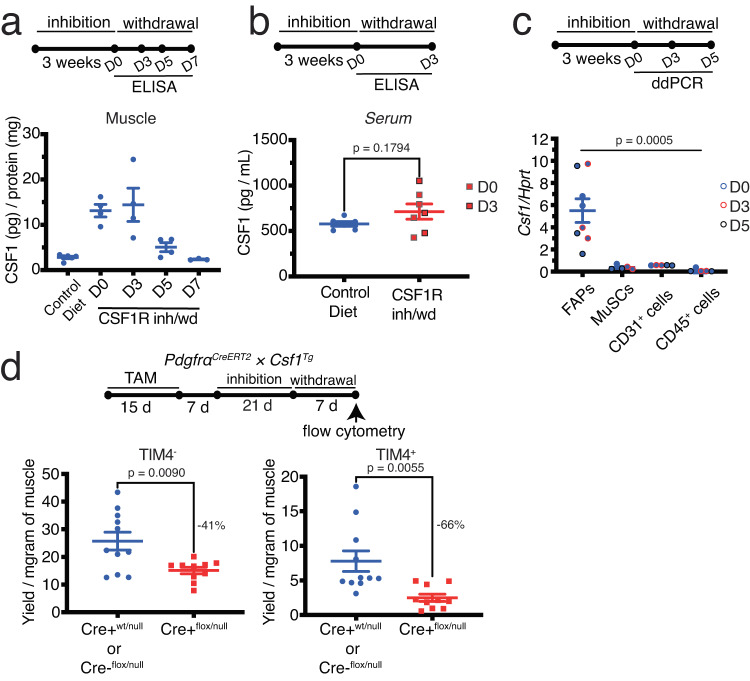
Local CSF1 restores depleted RMs. **a** The amount of CSF1 detected by ELISA in skeletal muscle at different time points after CSF1R inh/wd (each dot represents one mouse, data were pooled from ≥3 experiments). **b** The amount of CSF1 detected by ELISA in the blood within three days after withdrawal of CSF1R inhibition or the control diet (each dot represents one mouse, data were pooled from 2 experiments, unpaired *t*-test). **c** Expression of Csf1 in different muscle resident cell populations at different time points after CSF1R inh/wd assessed by droplet digital PCR (ddPCR, *n* = 8 mice for FAPs, *n* = 5 mice for the other populations, data were pooled from ≥3 experiments, Brown-Forsythe and Welch ANOVA tests). **d** The number of TIM4- and TIM4+ RMs detected by flow cytometry in skeletal muscle from tamoxifen (TAM)-induced PdgfrαCreERT2 × Csf1flox/null or transgene (Tg) controls following CSF1R inh/wd (*n* = 11 for control and *n* = 10 for CSF1R inh/wd, data were pooled from ≥3 experiments, unpaired *t* test with Welch’s correction).

### DPPIV^+^ FAPs contribute to the niche of skeletal muscle SRRMs

Following drug withdrawal, the number of blood-derived TIM4^-^ cells overshoots their pretreatment abundance three to five folds (Fig. 3a, and^12^), while the number of TIM4^+^ SRRMs is tightly controlled and remained close to pre-treatment levels through an intrinsic or extrinsic mechanism. At steady state, TIM4^+^ macrophages repopulate themselves through self-renewal with small contribution from blood monocytes^12^. Their intrinsic self-renewal capacity could also potentially play a role in their restoration following withdrawal of pharmacological inhibition, as well as in the regulation of their numbers. Alternatively, their replacement following pharmacological depletion could rely on contributions from circulating precursors/TIM4^-^ macrophages. To assess whether blood-derived, TIM4^-^ macrophages are capable of directly contributing to TIM4^+^ SRRMs, we initially treated C57BL/6 J mice with a CSF1R inhibitor to ablate TIM4^+^ SRRMs. Then, we withdrew the inhibition 24 h before injecting (transplanting) sorted skeletal muscle GFP^+^TIM4^-^ RMs into the Tibialis Anterior (TA) muscle. Six days after transplantation, we analyzed whether any of the injected GFP^+^TIM4^-^ cells were able to differentiate into TIM4^+^ cells. Macrophages exhibit poor engraftment following intramuscular injection, and we were able to only detect a small number of engrafted cells out of thousands of cells that were administered in one of our attempts. This preliminary data, however, demonstrated an increase in TIM4 expression within a portion of the recovered GFP^+^TIM4^-^ cells (Fig. S3a). This implies the potential for TIM4^-^ cells to differentiate into TIM4^+^ cells under these circumstances. To further confirm this finding and assess the extent of contribution from bloodborne monocytes to TIM4^+^ cells following CSF1R inh/wd, we surgically created parabiotic pairs of C57BL/6 J (CD45.2) and B6.SJL-Ptprca Pepcb/BoyJ (B6 CD45.1) mice or C57BL/6 J mice and mice ubiquitously expressing green fluorescent protein (GFP^+^). Once blood sharing was established, we treated the animals with the CSF1R inhibitor for three weeks. One to two weeks after drug withdrawal, we analyzed the contribution of blood progenitors to the repopulation of RMs (Fig. S3b). As expected, TIM4^-^ macrophages were mostly repopulated by blood progenitors (Fig. 3b). In contrast, less than half of the TIM4^+^ population originated from the bloodstream, indicating that some degree of local self-renewal is involved in their restoration (Fig. 3b). Conversely, the noticeable number of blood-derived TIM4^+^ macrophages following CSF1R inh/wd also suggests the involvement of an extrinsic factor in governing the number of TIM4^+^ macrophages.

**Fig. 3:**
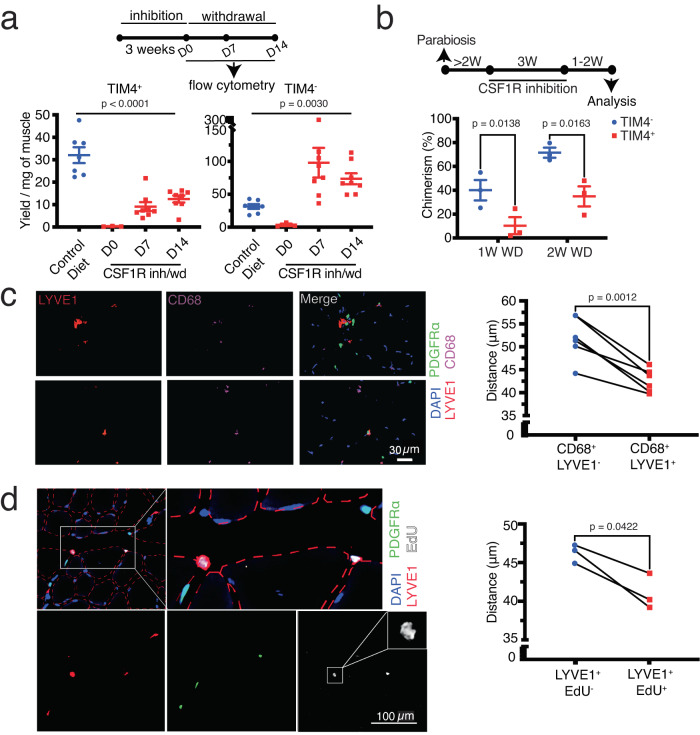
SRRMs are located close to FAPs. **a** The number of TIM4- and TIM4+ RMs detected by flow cytometry in skeletal muscle following CSF1R inh/wd (*n* = 7 mice for the control group, *n* = 3, 8, and 8 for the CSF1R inh/wd group on D0, D7, and D14, respectively; data were pooled from ≥3 experiments, ordinary one-way ANOVA). **b** Replacement rate of muscle RMs by blood progenitors following pharmacological depletion: The replacement rate of RMs was normalized to the percentage of chimerism in mononuclear myelomonocytic cells in the blood (*n* = 3 female parabiotic pairs per time point, data were pooled from ≥3 experiments, paired *t* test). **c** Immunofluorescent staining of Tibialis Anterior (TA) muscle sections and quantification of the distance between LYVE1+ SRRMs or LYVE1- RMs and PDGFRα-EGFP+ FAPs (*n* = 6 mice, pooled from 2 experiments; paired *t*-test). On average, we manually measured distances of approximately 575 CD68 + LYVE1- and 450 CD68 + LYVE1+ RMs from their closest FAPs in each mouse. **d** Immunofluorescent staining of TA sections and quantification of the distance between LYVE1+EdU+ or LYVE1+EdU- cells and PDGFRα-EGFP+ FAPs (*n* = 3 mice pooled from 2 experiments; paired *t*-test). On average, we manually measured distances of approximately 175 LYVE1+EdU- and 25 LYVE1+ EdU+ cells from their closest FAPs in each mouse. The figure displays two LYVE1+ EdU+ cells situated in proximity to FAPs. The cell on the left exhibits a dividing nucleus, as illustrated in greater detail in the inset.

As FAPs are the main source of CSF1 in skeletal muscle, it is possible that they could also be involved in controlling the number of TIM4^+^ SRRMs. To this end, we hypothesized that FAPs may locate in close proximity to TIM4^+^ macrophages to “sense” their numbers. To test this hypothesis, we evaluated the location of TIM4^+^ SRRMs relative to FAPs in muscle in PDGFRα^EGFP^ mice. As we could not find an antibody for TIM4 that works well on skeletal muscle sections, and since in contrast to TIM4^-^ RMs, all TIM4^+^ SRRMs are also positive for LYVE1 (lymphatic vessel endothelial receptor 1) at steady state^12^, we used this marker to identify TIM4^+^ SRRMs in histological sections. Although lymphatic vessels also express LYVE1, they can be easily identified based on their lack of CD68 expression (a pan marker for macrophages) or vascular morphology. We found that CD68^+^LYVE1^+^ macrophages are situated in closer proximity of FAPs compared to CD68^+^LYVE1^-^ cells in homeostatic skeletal muscle (Fig. 3c). On the other hand, both populations were located at a comparable distance from endothelial cells, which constitutes another abundant population of muscle resident stromal cells (Fig. S3c). Skeletal muscle TIM4^+^ SRRMs are continuously proliferating at steady state^12^. We reasoned that proliferation of TIM4^+^ SRRMs should happen in proximity of their niche to receive the required proliferation-promoting signals. Therefore, we treated PDGFRα^EGFP^ mice with 5-ethynyl-2′-deoxyuridine (EdU) in drinking water (0.5 mg/mL) for two weeks and then assessed the location of EdU^+^ SRRMs compared to FAPs. We found FAPs were located closer to EdU^+^ proliferating LYVE1^+^ cells than nonproliferating LYVE1^+^ cells (Fig. 3d), which further reinforces their potential role as niche cells.

The number of self-renewing stem cells in a tissue is often controlled by a limited number of niches^46,47^. Therefore, if FAPs form the niche of SRRMs, their numbers should be equal to or lower than the number of SRRMs. However, in skeletal muscle, the number of FAPs is higher than the number of TIM4^+^ SRRMs (Fig. 4a), suggesting that only a specific subpopulation of FAPs may form the niche of TIM4^+^ SRRMs. To address this hypothesis we initially compared the expression profile between *Csf1* positive and negative FAPs using the single-cell RNA sequencing data generated from a previous study^48^. Among the differentially expressed genes, we found *Dpp4*, which encodes for the surface marker multifunctional protein dipeptidyl peptidase 4 (DPPIV, Fig. S4a), was highly expressed in *Csf1-*expressing FAPs. Interestingly, multiple studies have distinguished skeletal muscle FAPs into *Dpp4*^*+*^ and *Dpp4*^*-*^ subsets, both of which are functionally distinct^48,49^. Therefore, we further characterized DDPIV expression in different cell populations in skeletal muscle using flow cytometry. Consistent with the transcriptomic data, we found two populations of DPPIV^-^ and DPPIV^+^ FAPs (Fig. S4b). In contrast, DPPIV expression was not found by MuSCs or endothelial cells (Fig. S4b). DPPIV was also expressed by a subpopulation of CD45^+^ cells. However, further analysis revealed that DPPIV is not expressed by SRRMs and among resident myelomonocytic cells, DPPIV expression is mainly limited to a subpopulation of CD11c^+^ dendritic-like cells (Fig. S4c). The absence of DPPIV expression on SRRMs (LYVE1^+^ macrophages in our flow cytometry analysis, Fig. S4c) allowed us to confidently study their location relative to DPPIV^+^ FAPs in muscle histology sections. We found that the number of DPPIV^+^ FAPs was equal to or lower than the number of SRRMs (Fig. 4b). Although only 34.80% ± 7.49 (mean ± standard deviation) of FAPs express DPPIV in our histological analysis, the majority of FAPs (60.04% ± 13.32) that have an SRRM in their immediate vicinity express DPPIV (Fig. 4b). More importantly, our RNA sequencing data three days after withdrawal of CSF1R inhibition, a time at which the niche of SRRMs is empty and receptive, showed that DPPIV^+^ FAPs expressed high levels of Bone Morphogenetic Proteins (BMP) ligands, Wnt ligands, and semaphorins compared to DPPIV^-^ FAPs (Fig. 4c). 

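DPPIV- and DPPIV+ FAPs were sorted from the same 2 mice and sequenced as bulk RNA, which gave 4 libraries and n = 2 mice per cell type. FAPs (fibro-adipogenic progenitors) are stromal cells of the muscle, sorted here as CD31- CD45- Sca1+ cells, and DPPIV is the surface protein encoded by Dpp4. The mice had received the CSF1R inhibitor PLX73086 at 200 mg/kg in chow for 3 weeks, and the drug had then been withdrawn for 3 days. They are called mouse 1 and mouse 2 in the order of their numbers in the sample labels. The labels give the tibialis anterior as the tissue, while their own extraction protocol and the paper's methods describe the muscle of both hindlimbs. For the libraries, the labels name the NEBNext Ultra II kit, whereas the paper's methods name the TruSeq Stranded mRNA kit. The authors aligned the paired-end reads to mm10 with STAR, counted them on annotated genes with RnaReadCounter and deposited raw counts for 24421 gene symbols, without normalization or a filter on low counts. In DPPIV- FAPs, 20879405 reads were counted on genes in mouse 1 and 19196629 in mouse 2. The totals in DPPIV+ FAPs were 18240110 in mouse 1 and 18525933 in mouse 2. From these counts, library sizes were normalized by edgeR's TMM method, and the cell types were compared in a model with mouse and cell type over the genes that reached a CPM (as the paper's methods define it) of 2 in at least 2 libraries. With 2 mice, this model leaves 1 residual degree of freedom per gene, so the spread is borrowed from genes of similar abundance. Dpp4, the gene of the sorting marker, had 64.7 ± 35.4 CPM (SD, n = 2) in DPPIV- FAPs and 651 ± 108 CPM in DPPIV+ FAPs. Its log2 fold change was 3.41 (standard error 0.08), 3.02 in mouse 1 and 3.86 in mouse 2, and the log10 of its adjusted p was -399.7 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With robust empirical Bayes moderation, chosen after seeing the data, the adjusted p of Dpp4 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.178, the only alternative that took it over the threshold of 0.05. The standard error of Dpp4 was 0.44 in that setting. The 0.08 of the main fit comes from the borrowed spread and not from the difference between the 2 mice. Of the exon bases of Dpp4, 232 are shared with Gm13561 on the opposite strand.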

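All 17 genes drawn in the heatmap of Fig. 4c were higher in DPPIV+ FAPs than in DPPIV- FAPs in both mice. Their fitted log2 fold changes ran from 0.34 for Sema4c to 5.08 for Bmp3, with a median of 2.10. The largest adjusted p among them was 1.36e-06, for Sema4c, over the 11588 genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 17 of the genes also passed a threshold of 0.05, which is not independent evidence because the study chose the list on these samples. The counts are listed by gene symbol, and identifiers and positions are those of GENCODE release M21 on GRCm38. Bmp3 (ENSMUSG00000029335.5) lies on chromosome 5 from 98854415 to 98884396 and had 1.22 ± 0.640 CPM (SD, n = 2) in DPPIV- FAPs and 41.5 ± 14.9 CPM in DPPIV+ FAPs (standard error of the log2 fold change 0.16, adjusted p = 8.54e-217, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bmp7 (ENSMUSG00000008999.7), on chromosome 2 from 172868012 to 172940321, rose from 3.46 ± 0.918 to 37.2 ± 7.58 CPM, a log2 fold change of 3.43 (standard error 0.13, adjusted p = 1.45e-141, same test in edgeR). Wnt10b (ENSMUSG00000022996.15) lies on chromosome 15 from 98770712 to 98778150, and Wnt1 (ENSMUSG00000022997.9) beside it from 98789857 to 98793837. Counts of Wnt10b were 7.55 ± 0.478 CPM in DPPIV- FAPs and 59.4 ± 7.78 CPM in DPPIV+ FAPs, a log2 fold change of 2.98 (standard error 0.10, adjusted p = 7.33e-187, same test in edgeR). Wnt1 had 6 and 7 reads in the DPPIV- libraries and 53 and 40 reads in the DPPIV+ libraries (log2 fold change 2.97, standard error 0.39). Sema3e (ENSMUSG00000063531.7), on chromosome 5 from 14025276 to 14256689, had 1.58 ± 0.937 CPM in DPPIV- FAPs and 23.4 ± 8.13 CPM in DPPIV+ FAPs, a log2 fold change of 3.89 (standard error 0.18, adjusted p = 1.95e-98, same test in edgeR). Sema3c (ENSMUSG00000028780.13), on chromosome 5 from 17574281 to 17730268, was the semaphorin with the most counts, with 288 ± 23.9 CPM in DPPIV- FAPs and 1264 ± 69.7 CPM in DPPIV+ FAPs, a log2 fold change of 2.14 (standard error 0.07). Sema4c, which shares 334 exon bases with D430040D24Rik on the opposite strand, had 100.6 ± 7.28 CPM in DPPIV- FAPs and 128 ± 5.40 CPM in DPPIV+ FAPs. Over the whole families, 7 of 11 BMP ligands, 8 of 19 Wnt ligands and 17 of 20 semaphorins passed the filter. Their median log2 fold changes were 1.81, 1.43 and -0.06. Adjusted over the 3 families, edgeR's set test camera gave an adjusted p of 1.24e-08 for BMP ligands and 4.21e-08 for Wnt ligands. For semaphorins camera gave 0.00816, and each family pointed toward DPPIV+ FAPs. With fry, the adjusted p was 0.0274, 0.0237 and 0.0237, but the direction of fry was not recorded. The paper named these families on these samples. Fig. 4c draws 5 of the 7 BMP ligands, 5 of the 8 Wnt ligands and 5 of the 17 semaphorins kept. These set tests are therefore not independent evidence. Among the alternatives with both mice, the filter moved the family medians most: 2 CPM in at least 3 libraries gave 0.91 for BMP ligands, and no filter gave 0.59 for Wnt ligands and -0.26 for semaphorins, for which fry in edgeR then gave an adjusted p of 0.0618. The semaphorin median was above 0 with 2 CPM in at least 3 libraries (0.08), with a correction for GC content and length chosen after seeing the data (0.04) and without mouse 2 (0.18), which moved it most, and without mouse 1 it was -0.18. From its findings together, which include the place and number of DPPIV+ FAPs and SRRMs in sections (Fig. 4b) beside these signals, the paper proposes that DPPIV+ FAPs belong to the niche of SRRMs, where they take part in SRRM differentiation and in setting SRRM numbers.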

BMP signaling plays a role in the differentiation of liver RMs (Kupffer cells) and mucosal Langerhans cells^33,50^. Additionally, spatial distribution of Wnt molecules and Wnt inhibitors has been proposed to be involved in the differentiation of blood-derived monocytes into tissue macrophages^51^. Semaphorins are soluble proteins that were initially identified to be involved in guiding axonal migration during neuronal development. The biological roles of this sub-family of proteins are growing, and recent evidence suggested their involvement in migration and activation of different immune cells including neutrophils, dendritic cells, and macrophages^52^. 

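Members of the 3 families that the heatmap of Fig. 4c does not draw changed in both directions. Wnt5b, Wnt9a and Sema3d were higher in DPPIV+ FAPs, with log2 fold changes of 0.89, 0.32 and 1.38, while Bmp4, Bmp5, Sema3f, Sema5a, Sema6c, Sema6d and Sema7a were lower, each with an adjusted p under the threshold of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In DESeq2's Wald test with Benjamini-Hochberg adjustment, the adjusted p was 0.0727 for Wnt5b, 0.182 for Wnt9a and 0.558 for Sema6c. Bmp5 (ENSMUSG00000032179.7), on chromosome 9 of GRCm38 from 75775364 to 75900310, fell from 121 ± 15.3 CPM (SD, n = 2) in DPPIV- FAPs to 53.2 ± 0.462 CPM in DPPIV+ FAPs, a log2 fold change of -1.19 (standard error 0.07, adjusted p = 1.12e-66, edgeR's test as above). Bmp4 (ENSMUSG00000021835.15), on chromosome 14 from 46383520 to 46390669, went from 89.9 ± 6.47 to 62.4 ± 0.318 CPM, a log2 fold change of -0.53 (standard error 0.07, adjusted p = 3.20e-14, edgeR's test as above). These were the BMP ligands with the most counts in DPPIV- FAPs. On the opposite strand, Bmp4 shares 89 exon bases with Gm15217 and Bmp5 shares 1878 with Gm26903. Sema5a (ENSMUSG00000022231.10), on chromosome 15 from 32244810 to 32696341, had 158 ± 15.6 CPM in DPPIV- FAPs and 77.4 ± 7.84 CPM in DPPIV+ FAPs (log2 fold change -1.03). Sema7a (ENSMUSG00000038264.8), on chromosome 9 from 57940112 to 57962865, had 20.93 ± 3.58 and 5.29 ± 1.83 CPM (log2 fold change -1.99). The log2 fold changes of Sema3f, Sema6d and Sema6c were -1.17, -0.42 and -0.25. For Sema6c the call also went with RLE size factors, with no filter, without the mouse term and after the correction for GC content and length. Wnt5a, Sema3g, Sema4a, Sema4b, Sema4d, Sema6a and Sema6b did not pass the threshold. Under the filter, Wnt4 had 18 and 20 reads in DPPIV- FAPs of mouse 1 and mouse 2 and 1 and 8 reads in DPPIV+ FAPs, and Wnt6 had 23 and 9 reads against 2 and 3. Summed over the ligands that passed the filter, BMP ligands had 274 ± 22.4 CPM in DPPIV- FAPs and 337 ± 32.7 CPM in DPPIV+ FAPs, and the sum was higher in DPPIV+ FAPs in both mice. The sums were 170.5 ± 2.17 and 298 ± 17.0 CPM for Wnt ligands, and 739.8 ± 51.5 and 1758 ± 86.2 CPM for semaphorins. Sema3c alone, with 288 CPM in DPPIV- FAPs and 1264 CPM in DPPIV+ FAPs, made up most of the semaphorin difference.

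**Figure D1:**
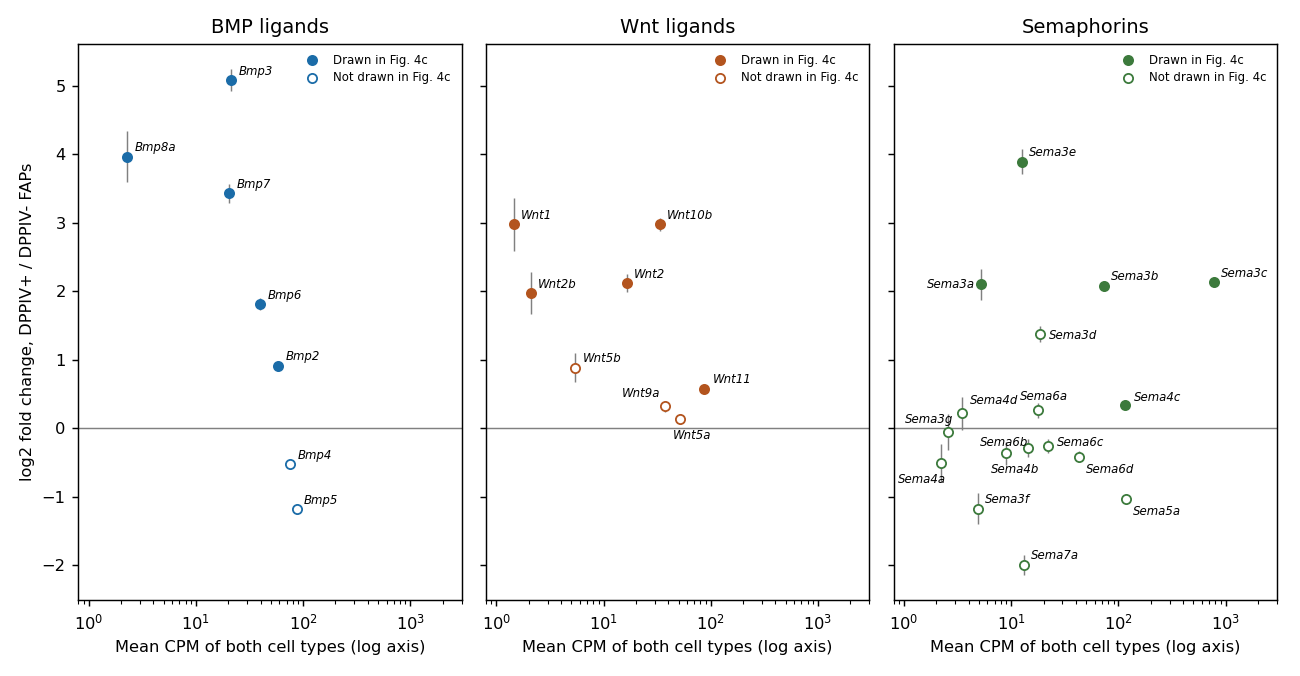
Log2 fold change (DPPIV+ against DPPIV- FAPs, bars give the standard error) against mean CPM (log axis) for each BMP ligand, Wnt ligand and semaphorin that passed the filter, filled where Fig. 4c draws the gene. Filled points lie between 0.34 and 5.08, and open points between -1.99 (Sema7a) and 1.38 (Sema3d).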

While further studies are needed to evaluate the precise role of niche-derived signaling molecules on muscle RMs, our findings together suggest that DPPIV^+^ FAPs are a part of the SRRM niche involved in their differentiation and controlling their numbers.

**Fig. 4:**
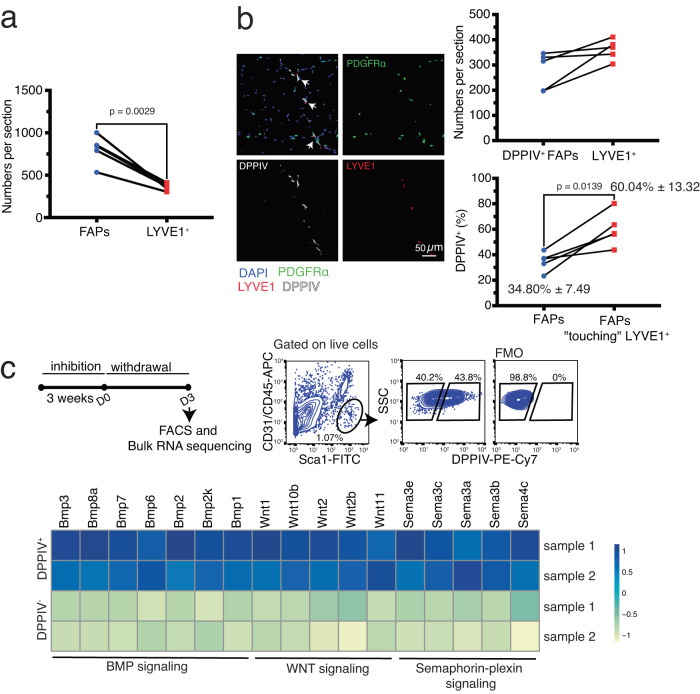
DPPIV+ FAPs form the niche of skeletal muscle SRRMs. **a** The number of LYVE1+ SRRMs and FAPs (PDGFRα-EGFP+) in TA sections (*n* = 4 mice pooled from two experiments, paired *t*-test). **b** Immunofluorescent staining of TA sections and quantification of the number of LYVE1+ SRRMs and DPPIV + PDGFRα-EGFP+ FAPs (top) and the percentage of DPPIV+ cells among all PDGFRα-EGFP+ FAPs or among PDGFRα-EGFP+ FAPs with a SRRM in their close vicinity (*n* = 5 mice pooled from 2 experiments, paired *t*-test, bottom). On average, approximately 800 FAPs per mouse were included for quantification. Among them, an average of about 100 FAPs had SRRMs in close vicinity. **c** Experimental design and gating strategy to sort DPPIV- and DPPIV+ FAPs for bulk RNA sequencing (top) and heatmap showing selected differentially upregulated genes in DPPIV+ FAPs compared to DPPIV- FAPs categorized by different signaling pathways (bottom).

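The heatmap of Fig. 4c draws 7 genes in its BMP group, 5 in its Wnt group and 5 in its semaphorin group. In the BMP group, Bmp1 encodes a secreted protease and Bmp2k a kinase rather than BMP ligands, and their log2 fold changes were 0.58 (standard error 0.07) and 0.69 (standard error 0.11). The other BMP genes were Bmp8a with a log2 fold change of 3.96 (standard error 0.37), Bmp6 with 1.81 (standard error 0.08) and Bmp2 with 0.91 (standard error 0.07), besides Bmp3 and Bmp7. The difference between the mice was largest for Wnt2b, with a log2 ratio of 1.52 in mouse 1 and 2.65 in mouse 2, where the DPPIV- libraries held 25 and 10 reads. Sema3a had a log2 ratio of 1.64 in mouse 1 and 2.63 in mouse 2. Bmp8a had 8 and 3 reads in the DPPIV- libraries and 91 and 64 reads in the DPPIV+ libraries.

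**Figure D2:**
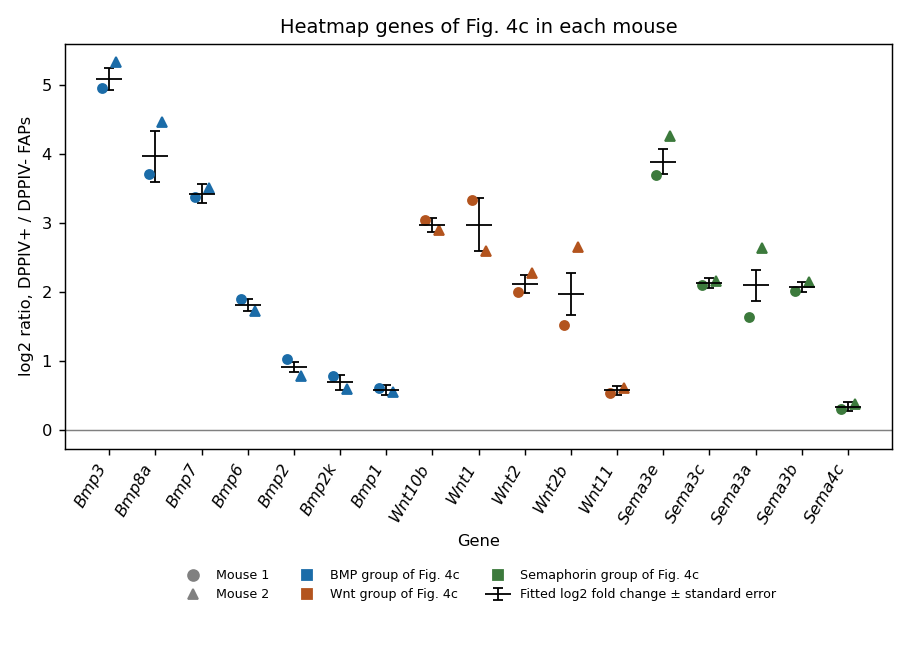
Log2 ratio of DPPIV+ to DPPIV- FAPs in mouse 1 (circles) and mouse 2 (triangles) for each gene of the heatmap in Fig. 4c, with the fitted log2 fold change and its standard error in black. Each of the 17 genes lies above 0 in both mice.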

Three models have been proposed to explain how the number of RMs is controlled in a tissue. In the first model, as was explained earlier, the number of macrophages is controlled by the local availability of CSF1^31^. In the second model, known as the territory model, the number of RMs is solely controlled by physical niche availability and contact inhibition^16^. The third model, the revised version of the two previous models, suggests that the number of RMs is controlled by the number of CSF1-containing niches^31^. According to this model, CSF1 is only present in the niche either as a membrane-bound isoform or due to the fixation of the soluble isoform to the ECM. Macrophages would be attracted towards an empty niche by the trophic effect of CSF1. They would then occupy the niche, consume CSF1 and physically repel the others. Our data supports the presence of CSF1 producing niches (DPPIV^+^ FAPs) for SRRMs in skeletal muscle. However, CSF1 production is not limited to the niche as both DPPIV^-^ and DPPIV^+^ FAPs express *Csf1* (Fig. S4d) and its overproduction results in overexpansion of blood-derived RMs. Therefore, while niche-derived CSF1 is indispensable for the maintenance of SRRMs, other niche-factors (physical or chemical) appear to be involved in controlling their numbers, in contrast to what has also been recently proposed based on in-vitro coculture experiments^28,29^.

In summary, this study provides further evidence on the existence of a niche for self-maintained RMs and sheds light on its cellular composition in skeletal muscle. Our findings support the emerging concept of fibroblasts providing a supportive microenvironment for macrophages in different organs at steady state and in inflammatory conditions through the CSF1-CSF1R axis^53^. While different strategies exist to deplete RMs, tissue-specific targeting of RMs without influencing the surrounding tissue is challenging^31^. A better understanding of the niche of RMs offers novel opportunities to precisely manipulate their functions in situ to further unravel their role in health and disease.

## Methods

### Mice

Animals were housed in standard housing conditions in a specific pathogen free facility. All animal procedures were approved by the University of British Columbia Animal Care Committee under experimental protocol numbers A18-0314 and A19-0316. Adult mice of both sexes, aged between 7 and 24 weeks were used in this study. We used age- and sex-matched littermates randomly assigned to different experimental groups wherever possible. C57BL/6 J (#000664), B6 CD45.1 (#002014), ROSA-DTA (#009669)^54^, and PDGFRα^EGF^ (#007669)^55^ mice were purchased from The Jackson Laboratory. C57BL/6 mice expressing GFP ubiquitously from a cytomegalovirus–β-actin hybrid promoter were a gift of I. L. Weissman (Stanford University)^56^. To generate *Csf1*^*null/flox*^ mice, non-tissue-specific null alleles of *Csf1* were obtained through a cross between Tie2-Cre (The Jackson Laboratory, #008863)^57^ with *Csf1* ^*flox/flox*^ mice^58^ (a gift of S.A. Werner and J.X. Jiang, University of Texas Health Science Center at San Antoni). Tie2-Cre recombinase activity is detected in endothelial tissues, as well as reproductive tissues, leading to the germline deletion of the floxed allele. Subsequently, we selected *Csf1*^*null/flox*^ mice and crossed them with *Pdgfrα*^*CreERT2*^ mice (The Jackson Laboratory, #032770)^59^ to conditionally delete the Csf1 floxed allele in FAPs. CRE activation was achieved by feeding mice with Tamoxifen Diet (250 mg/kg, TD.130856, Envigo) for 15 days. PLX5622 hemifumarate (MedChemExpress, # HY-114153A, Fig. S2 and Fig. S5) or PLX73086 (Plexxikon Inc., for all other experiments) was used for CSF1R inhibition. They were given in chow (200 mg/kg for PLX73086 and 1200 ppm free base for PLX5562) for 3 weeks. Both compounds were efficient in depleting muscle RMs (Fig. 3a (PLX73086) and Fig. S5 (PLX5562)).

### Tissue preparation for flow cytometry and cell sorting

Mice were euthanized using either CO_2_ inhalation or via intraperitoneal injection of 2,2,2-tribromoethyl alcohol (Aldrich T4840-2). To avoid confounding results, prior to tissue collection for flow cytometric analysis of RMs, mice were perfused with 15 mL of warm PBS to remove circulating cells from blood vessels. Following removing the fascia, skeletal muscle from both hindlimbs of the mice were then carefully dissected. A mixture of Collagenase D (Roche; 1.5 U ml-1; # 11088882001) and Dispase II (Roche; 2.4 U ml-1; # 04942078001), and 10 mM CaCl2 was added to the samples and was incubated at 37 °C for 60 min. During the incubation period, the muscle mixtures were vortexed initially and then once every 20 min, for a total of four times. Preparations were passed through a 40 μm cell strainer (Falcon™, # 352340) and washed with PBS. This filtration created a single suspension of cells which was then centrifuged for 7 minutes at 550 g. In preparation for flow cytometry, blocking buffer, composed of 10% goat serum (GeneTex, # GTX73249), flow cytometry staining (FACS) buffer (PBS, 2% FBS, 2 mM EDTA) and 1:200 Anti-Fcγ Receptor (AbLab, clone 24G2, # 21-0041-05) were added to each falcon tube containing the single cell suspensions. A cocktail of antibodies (Supplementary Table 1) was then added to each cell suspension in the appropriate dilutions. Stained cells were washed and analyzed using a LSRII (Becton Dickinson, FACSDiva™ V6.1.3 software) or CytoFLEX (Beckman Coulter, CytExpert v2.4 software). Cell sorting was performed using a FACSAria (FACSDiva™ V6.1.3 software) or Influx cell sorter (Becton Dickinson, FACS™ Software v1.0.0.650). Flow cytometry plots were generated using FlowJo Engine software v5.00000.

### Immunofluorescence histology staining

Frozen muscle sections were rehydrated with PBS and then soaked in blocking buffer (2% normal goat serum in PBST, where PBST is made up of PBS and 0.3% Triton X 100) for one hour. Each section was then soaked in a mixture of primary antibody in blocking buffer (2% normal goat serum or normal donkey serum in PBS) for one hour, before being washed with PBST. Next, incubation with proper secondary antibodies was performed one hour followed by washing and nuclear staining with DAPI. The slides were covered with a cover slip and Fluoromount G (Southern Biotech, # 0100-01) and imaged using either Nikon Eclipse (NIS Elements v5.11.03 software) or Zeiss LSM900 confocal (ZEN Blue v3.4.91.00000 software) microscopes. Semi-automatic analysis of images was performed using either the ImageJ (Version 2.0.0-rc-69/1.52p) or the Nikon NIS-Element v5.11.03 software. A list of the antibodies used is summarized in Supplementary Table 1.

### Detection of EdU incorporation on histology sections

Initially, frozen sections were fixed by 4% PFA. Following PBS washing, EdU staining was performed using Click-iT™ Plus EdU Cell Proliferation Kit for Imaging, Alexa Fluor™ 647 (Invitrogen, # C10640) accordance to the manual. Finally, staining for surface markers was performed as mentioned above.

### Droplet digital PCR

To assess the expression of *Csf1* in different cell populations, up to 30,000 cells were sorted directly into RLT buffer. After RNA isolation (RNeasy micro kit, Qiagen, #74034) and reverse transcription (Superscript III Reverse Transcriptase, Life Technologies), cDNA was diluted with TE buffer and 9.9 μl was used in a reaction mix containing Droplet Digital PCR Supermix (Bio-Rad), 1× TaqMan assay (Mm00432686_m1) and H2O. Droplets were generated with a QX100 droplet generator (Bio-Rad), after mixing 20 μl of reaction mix and 70 μl of droplet generator oil (Bio-Rad). The emulsified samples were loaded onto 96-well plates and endpoint PCRs were performed in C1000 Touch thermal cycler (Bio-Rad) at the following cycling conditions: 95 °C for 10 min, followed by 45 cycles at 94 °C for 30 s and 60 °C for 1 min, followed by 98 °C for 10 min. The droplets from each sample were read through the QX100 droplet reader (Bio-Rad). Resulting PCR-positive and PCR-negative droplets were counted using QuantaSoft software v1.7.4.0917 (Bio-Rad). Expression levels were normalized to hypoxanthine-guanine phosphoribosyltransferase [*Hprt*, Taqman assay (Mm00446968_m1)]. The efficiency of the Cre-Lox system to specifically delete *Csf1* gene, DNA was extracted from double sorted FAPs using QIAamp DNA micro kit (# 56304). Extracted DNA was used in a reaction mix containing Droplet Digital PCR Supermix (Bio-Rad), 1× TaqMan assay (Mm00547704_cn) and H20 for downstream droplet generation and PCR amplification as mentioned above. *Csf1* copy numbers were normalized to Catenin Beta 1 [*Cnntb1* (TaqMan assay (Mm00274200_cn)].

### CSF1 detection

To detect CSF1 in skeletal muscle, quadriceps muscle was cut into small pieces and submerged in 300–350 μL of lysis buffer (20 mM Tris pH 7.8, 137 mM NaCL, 2.7 mM MgCL2, 1% Triton x-100, 10% glycerol, 1 mM EDTA, 1 mM DTT, 1% Protease inhibitor). The samples were homogenized using metal beads with TissueLyser II (Qiagen) for 12 min at 20 Hz followed by 15 cycles of medium intensity sonication in Bioruptor® Plus sonication device at 4 degrees. Following homogenization, the samples were centrifuged at 10,000 g for 10 min at 4 degrees. 150 μL of supernatant was used for downstream applications. To detect circulating CSF1, blood samples were centrifuged at 10,000 g for 10 min at 4 degrees. 50 μL of the serum was directly used for downstream applications. To detect CSF1 in the bone marrow, the bone marrow of a Tibia and a femur was flushed out using 250 μL of the lysis buffer. Following vigorous vortexing, the samples were centrifuged at 10,000 g for 10 min at 4 degrees and the supernatant was used for downstream applications. Initially, the amount of protein in each sample was quantified using Pierce™ BCA Protein Assay Kit (Thermo Scientific, #23228). Finally, the concentration of CSF1 in 150 μL of muscle lysate, 50 μL of serum, or 50 μL of bone marrow lysate (diluted in 100 μL, 250 μL, or 200 μL of Assay Diluent RD1-38, respectively) was determined using the Mouse M-CSF Quantikine ELISA Kit (R&D Systems, #MMC00), following the manufacturer’s instructions. Signal detection and quantification were carried out using Tecan infinite M200 Pro ELISA-Reader and Magelan pro v7.3 software.

### Bulk RNA sequencing and analysis

RNeasy Micro Kit (Qiagen, # 74004) was used to isolate RNA from sorted cells. Sample quality was assessed using the Agilent 2100 Bioanalyzer. RNA samples with an RNA Integrity Number >8 were prepared in accordance with the protocol for the TruSeq Stranded mRNA library kit (Illumina) on the Illumina Neoprep automated microfluidic library prep instrument as was previously described^11^. Paired-end sequencing was performed on the Illumina NextSeq 2000 using the P2 reagents (100 cycle; Illumina). Illumina base call files were de-multiplexed by bcl2fastq2 (v2.20) on Basespace. Demultiplexed read sequences were then aligned to the mm10 genome reference using STAR aligner. The number of aligned reads to each annotated gene was tallied with RnaReadCounter to generate read-count matrices for all samples, which were used as inputs for downstream analyses. 

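Reads were counted on 15678 genes in DPPIV- FAPs of mouse 1 and 15596 in mouse 2, and on 15289 and 15371 genes in DPPIV+ FAPs. The 10 genes with the most counts held between 15.1% and 15.9% of each library. For a gene with a count of 0, a library allows up to 3 counts, which correspond to between 0.144 and 0.164 CPM. The reads carry no molecular identifiers, so this limit covers counting error only. Between the mice, the spread of counts was larger than counting error, with a chi-square per degree of freedom of 12.8 over 13837 genes in DPPIV- FAPs and 9.50 over 13506 genes in DPPIV+ FAPs. The paper's text does not name the annotation release or whether the counting used strand, so reads from overlapping genes are a limit for some genes of Fig. 4c. By GENCODE release M21, Bmp2k shares 1185 exon bases with Paqr3, Bmp6 shares 224 with Txndc5 and Wnt11 shares 364 with Gm8398, all on opposite strands. Paqr3 had between 23 and 34 reads per library, and Txndc5 between 9412 and 10892. Stretches of the transcripts of Bmp8a (192 bases, 99.5% identical to Gm17244), Bmp2k (944 bases, 99.7% identical to AC169509.1) and Sema3a (340 bases, 98.8% identical to Gm43431) match genes that the counts do not list.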

Bowtie, STAR, and RnaReadCounter are tools built under RNA-Seq Alignment (v1.1.1). Downstream analyses of read-count data were performed in R (v3.6.2). 

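Of the 24421 gene symbols counted, 7548 had 0 reads in all 4 libraries and 16873 had at least 1 read. At least 2 CPM were reached by 11565 and 11499 genes in DPPIV- FAPs of mouse 1 and mouse 2, and by 11282 and 11241 genes in DPPIV+ FAPs. Genes that reached it in at least 2 libraries, 11588 in all, were kept for the tests. If genes under 2 CPM in 2 or more libraries are removed instead, 11194 genes are left, and Bmp3, Bmp8a, Wnt1 and Wnt2b, which Fig. 4c draws, are not among them.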

Genes with less than 2 counts per million (CPMs) in at least two samples were filtered out. Filtered counts were processed and analyzed using DESeq2 (v1.26.0^60^);. Gene expression was modeled with cell type (DPPIV^+^/DPPIV^-^ FAPs) and source of cells (animal) specified in the design formula. 

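In a principal component analysis of the 4 libraries, the first component (83.5% of the variance) separated DPPIV+ from DPPIV- FAPs and the second (11.6%) separated mouse 1 from mouse 2. Between the mice, 518 genes were higher and 523 genes lower in mouse 2, with an adjusted p under the threshold of 0.05 for the animal term in the same model. The common biological coefficient of variation was 0.0516 with animal in the model and 0.0905 without it.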

Wald test was used for differential gene expression and all *P*-values were adjusted by Benjamini-Hochberg correction. 

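Over the genes kept, 1837 were higher and 1989 lower in DPPIV+ FAPs, together 33.0% of those tested, at a threshold of 0.05 on the adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1827 and 1977 changed in the same direction in both mice. DESeq2's Wald test on the same filtered counts gave 923 higher and 995 lower genes, all among the genes called with edgeR in the same direction. Without animal in the edgeR model, 1001 genes were higher and 1119 lower. In the largest increases, the DPPIV- libraries held few reads. Against 3 reads in the DPPIV- library, the smaller fold of both mice was 14.7 for Mal2, 45.8 for Il18r1 and 15.4 for Colec10. The DPPIV- libraries held 1 and 0 reads of Mal2, 2 and 2 of Il18r1, and 1 and 2 of Colec10. The limit of 3 reads was set for a count of 0. Only the value of Mal2, from mouse 2 with 0 reads, is therefore a lower bound. Mrgprg had 5 and 0 reads in the DPPIV- libraries and 200 and 107 reads in the DPPIV+ libraries, a log2 fold change of 6.06 (standard error 0.39) that was 9.79 without mouse 1. In the largest decreases, the smaller fold against 3 reads in the DPPIV+ library was 14.0 for Acsbg1, 17.8 for Esm1 and 15.8 for Frmd5. Acsbg1 had 1 and 0 reads in the DPPIV+ libraries, and its value, from mouse 2, is a lower bound. Esm1 and Frmd5 each had 3 reads in DPPIV+ FAPs of mouse 1 and 1 read in mouse 2. Their values, from mouse 1, are therefore observed ratios and not lower bounds. Hhip fell by 4.57 on the log2 scale (standard error 0.22) and Tnn fell by 4.49 (standard error 0.37).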

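Regularized log-transformed counts of the 17 genes in the heatmap of Fig. 4c were computed again from the filtered counts and scaled across the 4 libraries. Z-scores ran from 0.558 to 1.13 in the DPPIV+ libraries and from -1.16 to -0.473 in the DPPIV- libraries. With 4 values, a Z-score cannot exceed 1.5, whatever the size of the difference. Bmp3 and Bmp8a had nearly the same Z-scores in DPPIV+ FAPs of mouse 1, 1.03 and 1.09, while the ranges of their regularized log2 values were 3.16 and 0.70. The log2 fold changes of Bmp3 and Bmp8a from the counts were 5.08 and 3.96. The regularized range of 0.70 for Bmp8a, which had between 3 and 91 reads per library, is therefore not the size of its difference.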

The magnitude of expression shown in heatmaps represents relative expression per where regularized log-transformed counts were scaled into *Z*-scores across samples.

### Single-cell RNA sequencing data analysis

Raw barcode-count matrix of quiescent mesenchymal progenitors was downloaded from the Gene Expression Omnibus (accession number: GSE110037). Analysis of sequencing data was performed in R (v4.1.2) using Seurat (v4.3.0^61^);. We isolated for single viable cells by filtering for barcodes based on common quality control metrics, including the number of genes expressed (nFeature_RNA > 200), number of unique molecular identifiers (UMIs <7500), and proportion of mitochondrial transcripts (percent.mt <5%). Normalization was performed using SCTransform (v2) with percent.mt and number of UMIs regressed out as potential confounding variables. This was followed by principal component analysis (PCA), Louvain clustering, and dimensionality reduction via uniform manifold approximation projection (UMAP). Clusters were classified into distinct cell types based on established gene signatures: FAPs (*Pdgfra*), tenocytes (*Tnmd*), and mural cells (Mcam). FAP clusters were further segregated into DPPIV^high^ (red and dark blue clusters) and DPPIV^low^ (orange and cyan clusters) populations. Comparison between the two populations using Wilcoxon’s rank sum test identified *Ly6a*, *Pi16*, *Dpp4*, and *Csf1* as differentially expressed genes (adjusted *p*-val < 0.05). P-values were adjusted by Benjamini-Hochberg correction. Presentation of gene expression by heatmap reflects relative average expression per gene across cell clusters.

### Statistical analysis

All statistical analysis was done using GraphPad Prism v9. Parametric tests such as *t*-tests and ANOVA were used for statistical comparison. To compare two groups, initially *F*-test was used to compare variances. If there was no difference in variances, statistical comparison was performed using unpaired *t*-test. If the *F*-test showed significantly different variances, unpaired *t*-test with Welch’s correction was performed. To compare multiple groups, we used one-way ANOVA. Initially, Brown-Forsythe was used to compare standard deviations. If the test showed no significant difference between standard deviations, ordinary one-way ANOVA followed by a proper multiple comparison test was performed. Throughout the manuscript *p*-value < 0.05 was considered significant. Graphs were generated using Graphpad Prism v9, R version 3.6.2, Adobe Illustrator v. v27.7, or Adobe Photoshop v24.6.0. The figures display the mean ± standard error of the mean.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary file

Peer Review File

Reporting Summary

### Source data

Source data

## Data Availability

The raw RNAseq data have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE241832. Source data are provided with this paper.

# Supplementary material for: DPPIV+ fibro-adipogenic progenitors form the niche of adult skeletal muscle self-renewing resident macrophages
**Source:** Nat Commun. 2023 Dec 13;14:8273. doi: 10.1038/s41467-023-43579-3
**Supplement:** Supplementary file 1 — Supplementary file

# **DPPIV<sup>+</sup> fibro-adipogenic progenitors form the niche of adult skeletal muscle self-renewing resident macrophages**

Farshad Babaeijandaghi, Nasim Kajabadi, Reece Long, Lin Wei Tung, Chun Wai Cheung, Morten Ritso, Chih-Kai Chang, Ryan Cheng, Tiffany Huang, Elena Groppa, Jean X. Jiang, Fabio M V Rossi

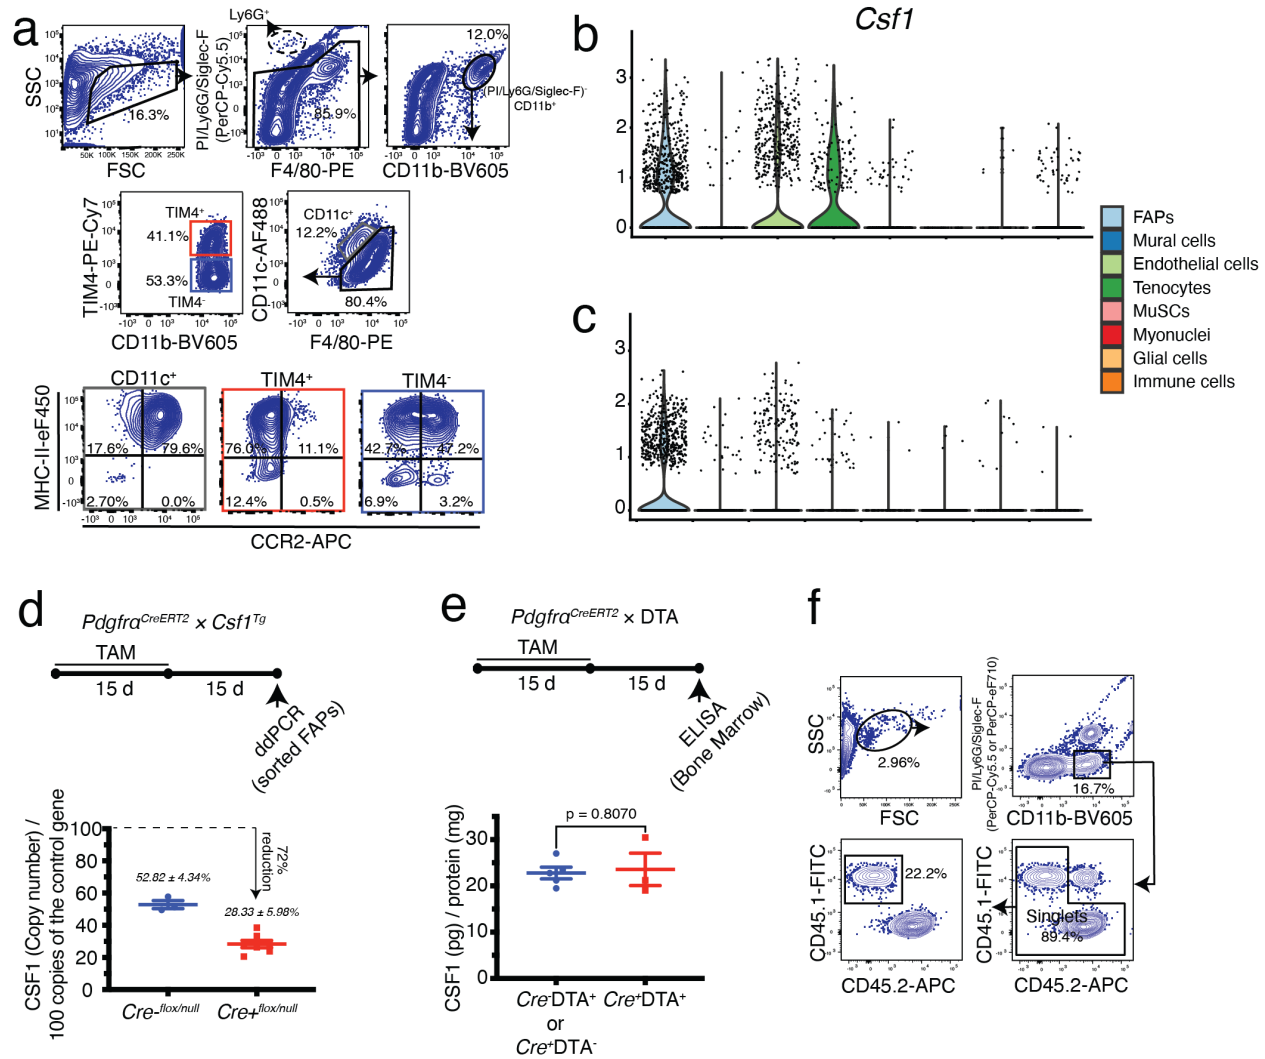

**fig. S1**

**a)** Flow cytometric analysis of resident myelomonocytic populations in skeletal muscle at steady state. Ly6G<sup>+</sup> neutrophils constitute a small population at the top-middle position. Siglec-F<sup>+</sup> eosinophils are present in very limited numbers in muscle at steady state, and they have already been excluded based on our initial FSC/SSC gating strategy, as they exhibit higher SSC values. **b)** Violin plots depicting expression of *Csf1* by different muscle resident cells from the Tabula Muris dataset and **c)** De Micheli AJ et al. **d)** Assessment of the recombination efficiency of the *Pdgfra*<sup>CreERT2</sup> × *Csf1*<sup>flx/null</sup> system using droplet digital PCR. The copy number of the *Csf1* gene was normalized to the *Ctnnb1*. FAPs sorted from TAM-induced *Cre* × *Csf1*<sup>flx/null</sup> mice were used as a control to demonstrate the expected deletion of one allele of *Csf1* in the cells (each dot represents one mouse, data were pooled from 2 experiments). **e)** The amount of CSF1 detected by ELISA in the bone marrow of TAM-induced *Pdgfra*<sup>CreERT2</sup> × DTA mice compared to Tg control (each dot represents one mouse, data were pooled from ≥ 3 experiments, unpaired t-test). **f)** Representative plots of flow cytometric analysis of blood chimerism in *Csf1*<sup>flx</sup> mice (recipient) surgically paired with B6 CD45.1 mice (donor).

**a**

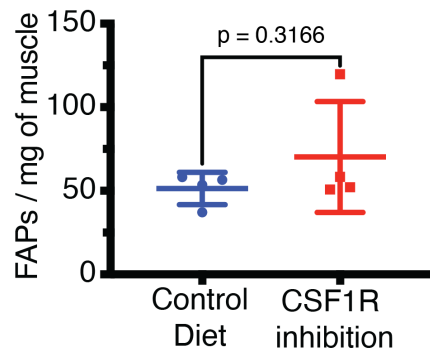

**fig. S2**

**a)** The number of FAPs detected by flow cytometry in TA muscle following CSF1R inhibition with PLX5562 (each dot represents one mouse, one experiment, unpaired t test).

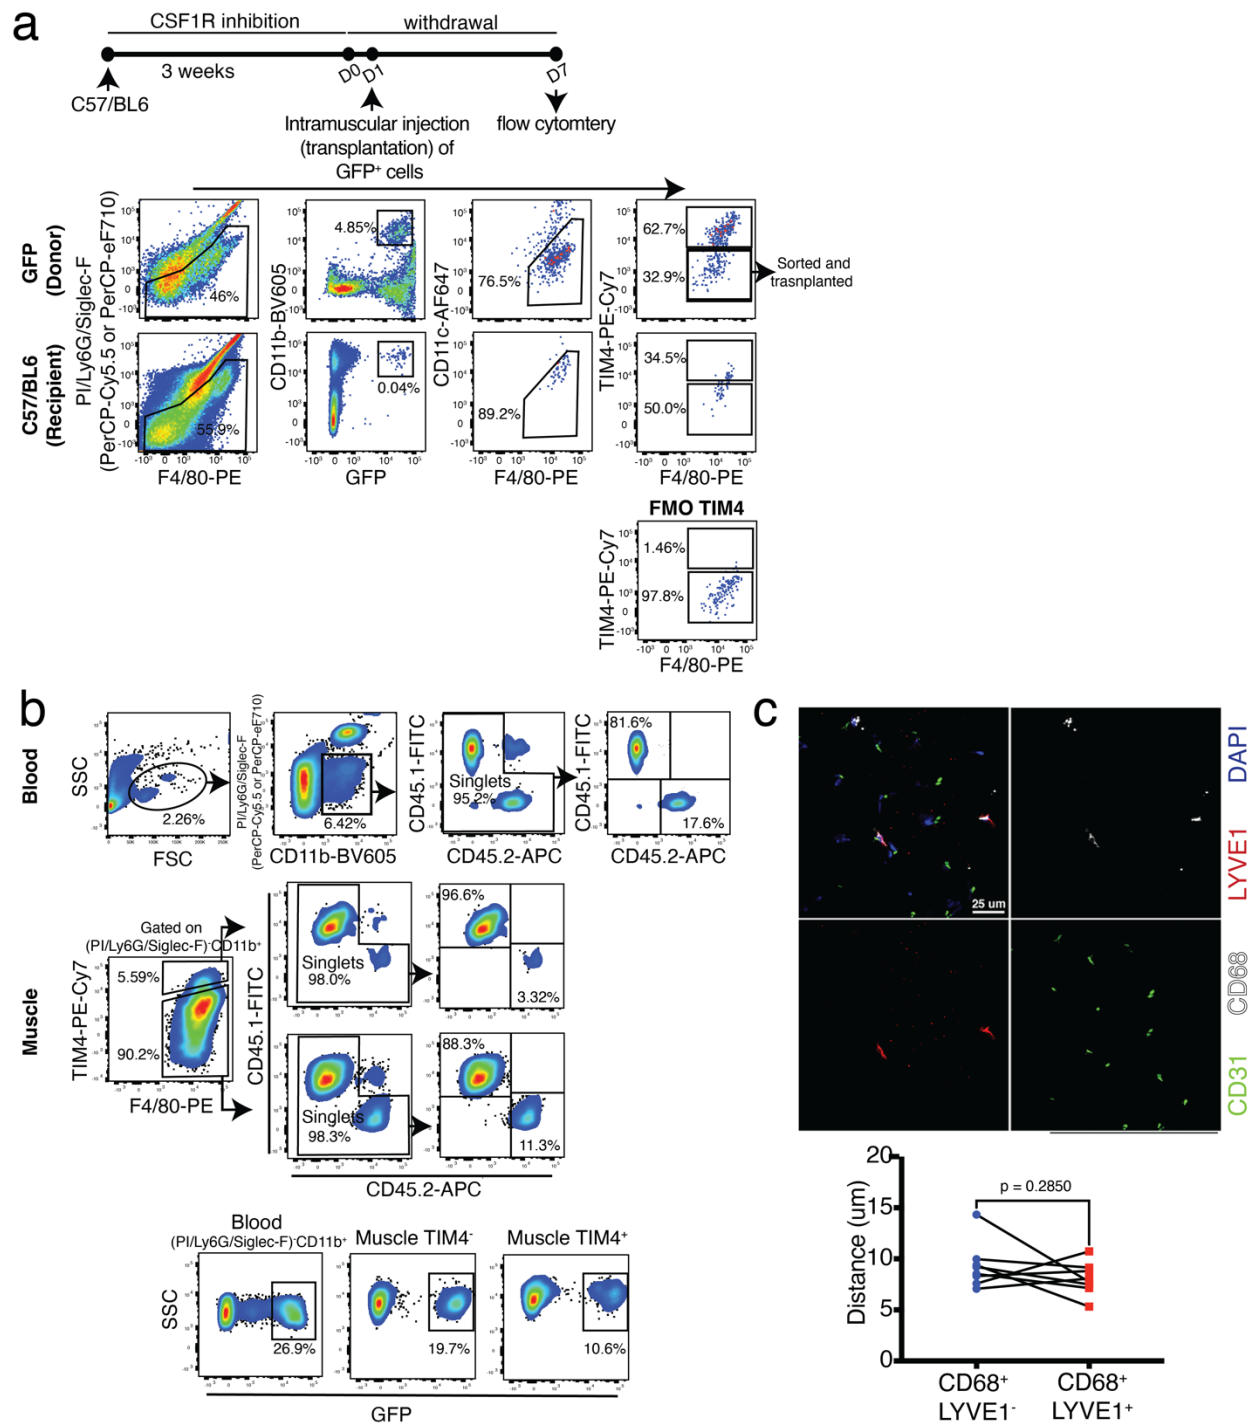

**fig. S3**

**a)** Experimental strategy to sort GFP<sup>+</sup>TIM4<sup>-</sup> RMs for transplantation into a C57BL/6J mouse: A C57BL/6J mouse was treated with the CSF1R inhibitor to empty the niche of RMs for subsequent engraftment. One day after withdrawal of CSF1R inhibition, PI-Ly6G-Siglec-F<sup>-</sup>CD11b<sup>+</sup>GFP<sup>+</sup>CD11c<sup>-</sup>F4/80<sup>+</sup>TIM4<sup>-</sup> cells, sorted from a GFP donor (top flow cytometry panel), were transplanted into the TA muscle. Six days later, the TA was collected to assess TIM4 expression by the transplanted GFP<sup>+</sup> cells using flow cytometry (bottom flow cytometry panel).

**b)** Representative plots of flow cytometric analysis of the extent of contribution from bloodborne monocytes to TIM4<sup>+</sup> cells following CSF1R inh/wd using parabiotic pairs of B6 CD45.1 mice (recipient) and C57BL/6J (CD45.2, donor, top panels) or C57BL/6J mice (recipient) and mice ubiquitously GFP (donor, bottom panel). **c)** Immunofluorescent staining of TA muscle sections and quantification of the distances between LYVE1<sup>+</sup> SRRMs or LYVE1<sup>-</sup> RMs and endothelial cells (n = 9 mice pooled from 2 experiments; paired t-test). On average, we manually measured the distances of approximately 30 CD68<sup>+</sup>LYVE1<sup>-</sup> and 15 CD68<sup>+</sup>LYVE1<sup>+</sup> RMs from their closest CD31<sup>+</sup> cells in each mouse.

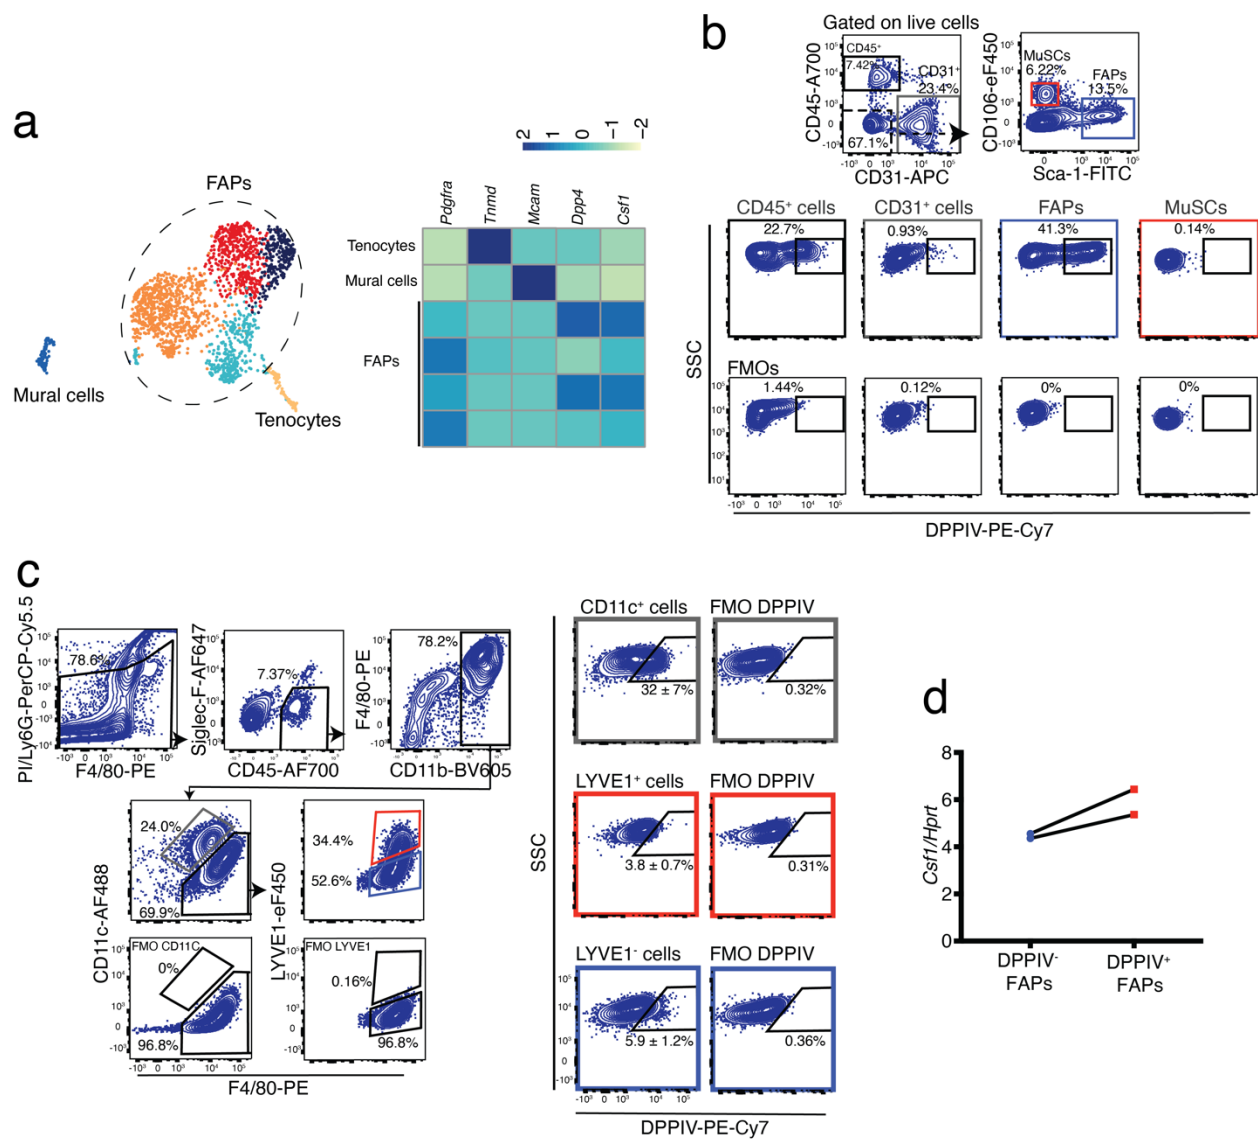

**fig. S4.**

**a)** Feature plot depicting different stromal populations in skeletal muscle (left) and heatmap showing expression of *Csf1* and key genes in FAPs compared to the other cell populations (right). **b)** Flow cytometric analysis of the expression of DPPIV on different muscle resident cells ( $n = 1$  mouse) followed by **c)** Flow cytometric analysis of the expression of DPPIV on muscle resident myelomonocytic cells ( $n = 4$  mice). **d)** *Csf1* expression by DPPIV<sup>-</sup> and DPPIV<sup>+</sup> FAPs at steady state assessed by droplet digital PCR ( $n = 2$  mice, one experiment).

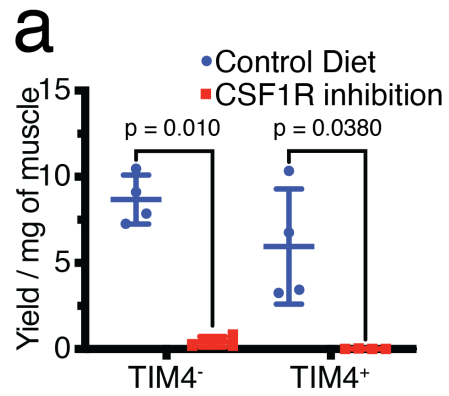

**fig. S5.**

**a)** The number of TIM4<sup>-</sup> and TIM4<sup>+</sup> RMs detected by flow cytometry in skeletal muscle following 3 weeks of CSF1R inhibition with PLX5562 ( $n = 4$  mice per group, one experiment, unpaired t test with Welch's correction)

| Antibody                       | Fluorophore                      | Clone       | Dilution | Provider       | Cat number |
|--------------------------------|----------------------------------|-------------|----------|----------------|------------|
| Anti-TIM4                      | PE-Cy7                           | RMT4-54     | 1:200    | BioLegend      | 130010     |
| Anti-LYVE1                     | eFluor™ 450<br>(eF450)           | ALY7        | 1:500    | Invitrogen     | 48-0443-82 |
| Anti-CD45                      | Alexa Fluor®<br>700 (AF700)      | 30-F11      | 1:500    | BioLegend      | 103128     |
| Anti-CD11b                     | Brilliant Violet<br>605™ (BV605) | M1/70       | 1:500    | BioLegend      | 101257     |
| Anti-CD170<br>(Siglec-F)       | PerCP-eFluor™<br>710             | 1RNM44N     | 1:500    | Invitrogen     | 46-1702-82 |
| Anti-CD170<br>(Siglec-F)       | Alexa Fluor®<br>647 (AF647)      | E50-2440    | 1:400    | BD Pharmingen™ | 562680     |
| Anti-MHC Class II<br>(I-A/I-E) | eFluor™ 450<br>(eF450)           | M5/114.15.2 | 1:500    | eBioscience™   | 48-5321-82 |
| Anti-CD11c                     | Alexa Fluor 488<br>(AF488)       | N418        | 1:500    | AbLab          | 48-0051-01 |
| Anti-CD11c                     | Alexa Fluor 647<br>(AF647)       | N418        | 1:4000   | AbLab          | 67-0051-01 |
| Anti-CD192 (CCR2)              | APC                              | SA203G11    | 1:200    | BioLegend      | 150627     |
| Anti-LY6G                      | PerCP-Cy™5.5                     | 1A8         | 1:500    | BD Pharmingen™ | 560602     |
| Anti-F4/80                     | PE                               | BM8         | 1:200    | Invitrogen     | 12-4801-82 |
| Anti-CD106                     | Biotin                           | MK1.9       | 1:500    | AbLab          | 31-0057-01 |
| Anti-Sca-1                     | PE-Cy7                           | D7          | 1:4000   | eBioscience™   | 25-5981-82 |
| Anti-Sca-1                     | FITC                             | D7          | 1:500    | eBioscience™   | 11-5981-82 |
| Anti-CD31                      | APC                              | MEC 13.3    | 1:500    | BD Pharmingen™ | 551262     |
| Anti-DPP4                      | PE-Cy7                           | H194-112    | 1:200    | BioLegend      | 137810     |
| Anti-CD45.2                    | APC                              | 104         | 1:400    | eBioscience™   | 17-0454-82 |

|                                 |                             |                        |       |              |            |
|---------------------------------|-----------------------------|------------------------|-------|--------------|------------|
| Anti-CD45.1                     | FITC                        | A20                    | 1:500 | eBioscience™ | 11-0453-85 |
| Streptavidin                    | Alexa Fluor®<br>488 (AF488) |                        | 1:200 | BioLegend    | 405235     |
| Streptavidin                    | eFluor™ 450<br>(eF450)      |                        | 1:200 | eBioscience™ | 48-4317-82 |
| Anti-Fcγ Receptor               |                             | 24G2                   | 1:200 | AbLab        | 21-0041-05 |
| Anti- DPP4                      |                             | Polyclonal             | 1:200 | R&D Systems  | AF954      |
| Anti-CD31/PECAM-1               |                             | Polyclonal<br>Goat IgG | 1:100 | R&D Systems  | AF3628     |
| Anti-CD68                       |                             | FA-11                  | 1:200 | Abcam        | ab53444    |
| Anti-LYVE1                      |                             | EPR21771               | 1:200 | Abcam        | ab218535   |
| Goat anti-rat IgG (H+L)         | Alexa Fluor™<br>647         |                        | 1:200 | Invitrogen   | A-21247    |
| Goat anti-rabbit IgG (H+L)      | Alexa Fluor™<br>568         |                        | 1:200 | Invitrogen   | A-11011    |
| Donkey anti-goat IgG (H+L)      | Alexa Fluor™<br>488         |                        | 1:200 | Invitrogen   | A-11055    |
| Donkey anti-rabbit IgG<br>(H+L) | Alexa Fluor™<br>568         |                        | 1:200 | Invitrogen   | A10042     |
| Donkey Anti-Rat IgG H&L         | Alexa Fluor®<br>647         |                        | 1:200 | Abcam        | ab150155   |

**Supplementary Table 1. List of used antibodies.**

# Supplementary material for: DPPIV+ fibro-adipogenic progenitors form the niche of adult skeletal muscle self-renewing resident macrophages
**Source:** Nat Commun. 2023 Dec 13;14:8273. doi: 10.1038/s41467-023-43579-3
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Magelan pro v7.3, Quantasoft v1.7.4.0917, NIS Elements v5.11.03, CytExpert v2.4, ZEN Blue v3.4.91.00000, BD FACS™ Software v1.0.0.650, BD FACSDiva™ V6.1.3

Data analysis bcl2fastq v2.20, RNA-Seq Alignment v1.1.1, R v4.1.2, Seurat v4.3.0, R v3.6.2, GraphPad Prism v9, Adobe Illustrator v27.7, Adobe Photoshop v24.6.0, Adobe Acrobat Pro v3.6.20320.0, ImageJ v2.0.0-rc-69/1.52p, FlowJo Engine v5.00000, SCTransform v2

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw RNAseq data are deposited in the Gene Expression Omnibus (GEO) database under the accession ID GSE241832.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size calculation was not carried out for this study. Instead, our lab's extensive experience with similar experiments guided the selection of sample sizes, taking into account the expected and observed data variability within each group as well as the differences between groups.                                                                                                                                                                             |
| Data exclusions | Data exclusions were made for scRNAseq experiments based on: 1) doublet detection through cell hashing (using 0.99 quantile as a threshold for positive hashing, if applicable); 2) quality control metrics for each cell. A cell is removed if it expresses less than 200 genes, retains extreme number of UMIs compared to other cells in the dataset, and more than 10-15% of its transcripts are mitochondrial transcripts. No other data were excluded from analysis. |
| Replication     | The figure legends specify the number of independent experiments conducted. Data from various experimental replicates were combined for presentation and analysis. No data were omitted from the study unless explicitly stated in the manuscript.                                                                                                                                                                                                                         |
| Randomization   | We used age- and sex-matched littermates randomly assigned to different experimental groups wherever possible.                                                                                                                                                                                                                                                                                                                                                             |
| Blinding        | The investigators were not able to conduct blinding during the experiments due to the same investigator performing flow cytometry, ELISA, or ddPCR. However, for the analysis of histological samples, a different investigator handled quantification, and blinding procedures were implemented whenever feasible.                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

The full list of antibodies is provided in Table 1.

## Validation

Anti-TIM4 (BioLegend, # 130010): This monoclonal antibody recognizes Mouse TIM4-Ig fusion protein. It has been tested by flow cytometric analysis of Balb/c peritoneal macrophages. Rat IgG2a,  $\kappa$  PE/Cyanine7 was used as an isotype control (<https://www.biolegend.com/fr-ch/products/pe-cyanine7-anti-mouse-tim-4-antibody-11944>)

Anti-LYVE1 (Invitrogen, # 48-0443-82): This monoclonal antibody has been tested by flow cytometric analysis of BAF3 cell line transfected with LYVE-1 (<https://www.thermofisher.com/antibody/product/LYVE1-Antibody-clone-ALY7-Monoclonal/48-0443-82>)

Anti-CD45 (BioLegend, # 103128): This monoclonal antibody has been tested by flow cytometric analysis of C57BL/6 mouse splenocytes (<https://www.biolegend.com/fr-ch/products/alexa-fluor-700-anti-mouse-cd45-antibody-3407>)

Anti-CD11b (BioLegend, # 101257): This monoclonal antibody has been tested by flow cytometric analysis of C57BL/6 mouse bone marrow cells (<https://www.biolegend.com/fr-ch/products/brilliant-violet-605-anti-mouse-human-cd11b-antibody-7637>)

Anti-CD170 (Siglec-F) (Invitrogen, # 46-1702-82): This monoclonal antibody has been tested by flow cytometric analysis of mouse thioglycolate-elicited peritoneal exudate cells (<https://www.thermofisher.com/antibody/product/CD170-Siglec-F-Antibody-clone-1RNM44N-Monoclonal/46-1702-82>)

Anti-CD170 (Siglec-F) (BD Pharmingen™, # 562680): This monoclonal antibody has been tested by multicolor flow cytometric analysis of Siglec-F expression on BALB/c mouse bone marrow cells. Alexa Fluor® 647 Rat IgG2a,  $\kappa$  Isotype Control (Cat. No. 557690; Left Panel) was used as a control (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-rat-anti-mouse-siglec-f.562680>)

Anti-MHC Class II (I-A/I-E) (eBioscience™, # 48-5321-82): This monoclonal antibody has been tested by flow cytometric analysis of mouse splenocytes (<https://www.thermofisher.com/antibody/product/MHC-Class-II-I-A-I-E-Antibody-clone-M5-114-15-2-Monoclonal/48-5321-82>)

Anti-CD192 (CCR2) (BioLegend, # 150627): This monoclonal antibody has been tested by flow cytometric analysis of C57BL/6 bone marrow. Rat IgG2b,  $\kappa$  APC was used as an isotype control (<https://www.biolegend.com/fr-ch/products/apc-anti-mouse-cd192-ccr2-antibody-17676>)

Anti-LY6G (BD Pharmingen™, # 560602): This monoclonal antibody has been tested by flow cytometric analysis of bone marrow cells from C57BL/6 mice. Rat IgG2a,  $\kappa$  was used as an isotype control (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/percp-cy-5-5-rat-anti-mouse-ly-6g.560602>)

Anti-F4/80 (Invitrogen, # 12-4801-82): This monoclonal antibody has been tested by flow cytometric analysis of mouse resident peritoneal exudate cells (<https://www.thermofisher.com/antibody/product/F4-80-Antibody-clone-BM8-Monoclonal/12-4801-82>)

Anti-Sca-1 (eBioscience™, # 25-5981-82 and 11-5981-82): This monoclonal antibody has been tested by flow cytometric analysis of mouse splenocytes (<https://www.thermofisher.com/antibody/product/Ly-6A-E-Sca-1-Antibody-clone-D7-Monoclonal/25-5981-82>).

Anti-CD31 (BD Pharmingen™, # 551262): This monoclonal antibody has been tested by multicolor flow cytometric analysis of CD31 expression on mouse bone marrow cells. APC Rat IgG2a,  $\kappa$  was used as an Isotype Control (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-rat-anti-mouse-cd31.551262>)

Anti-DPP4 (BioLegend, # 137810): This monoclonal antibody has been tested by flow cytometric analysis of C57BL/6 splenocytes. Rat IgG2a,  $\kappa$  PE/Cyanine7 was used as an Isotype Control (<https://www.biolegend.com/fr-ch/products/pe-cyanine7-anti-mouse-cd26-dpp-4-antibody-10368>)

Anti-CD45.2 (eBioscience™, # 17-0454-82): This monoclonal antibody has been tested by flow cytometric analysis of SJL and BALB/c splenocytes. Mouse IgG2a K was used as an Isotype Control (<https://www.thermofisher.com/antibody/product/CD45-2-Antibody-clone-104-Monoclonal/17-0454-82>)

Anti-CD45.1 (eBioscience™, # 11-0453-85): This monoclonal antibody has been tested by flow cytometric analysis of SJL and BALB/c splenocytes. Mouse IgG2a K was used as an Isotype Control (<https://www.thermofisher.com/antibody/product/CD45-1-Antibody-clone-A20-Monoclonal/11-0453-85>)

Streptavidin (BioLegend, # 405235): Streptavidin has been tested by flow cytometric analysis of human peripheral blood lymphocytes stained with biotinylated CD3. Biotinylated mouse IgG1 was used as an isotype control (<https://www.biolegend.com/fr-ch/products/alexa-fluor-488-streptavidin-9304>)

Streptavidin (eBioscience™, # 48-4317-82): This has been tested by flow cytometric analysis of mouse splenocyte cells stained Anti-Human/Mouse CD45R (B220) Biotin. Mouse IgG2b kappa was used as an Isotype Control (<https://www.thermofisher.com/order/catalog/product/48-4317-82>)

Anti- DPP4 (R&D Systems, # AF954): This polyclonal antibody has been tested on immersion fixed frozen sections of mouse thymus. Specific staining was localized to lymphocytes ([https://www.rndsystems.com/products/mouse-dppiv-cd26-antibody\\_af954](https://www.rndsystems.com/products/mouse-dppiv-cd26-antibody_af954))

Anti-CD31/PECAM-1 (R&D Systems, # AF3628): This polyclonal antibody has been tested on immersion fixed frozen sections of mouse embryo (E13.5). Specific staining was localized to developing endothelium ([https://www.rndsystems.com/products/human-mouse-rat-cd31-pecam-1-antibody\\_af3628](https://www.rndsystems.com/products/human-mouse-rat-cd31-pecam-1-antibody_af3628))

Anti-CD68 (Abcam, # ab53444): This monoclonal antibody has been tested on RAW 264.7 cells (<https://www.abcam.com/products/primary-antibodies/cd68-antibody-fa-11-ab53444.html?productWallTab=ShowAll>)

Anti-LYVE1 (Abcam, # ab218535): This antibody has been tested on frozen mouse stomach tissue showing positive staining of the endothelium of lymph vessels (<https://www.abcam.com/products/primary-antibodies/lyve1-antibody-epr21771-ab218535.html#lb>)

Goat anti-rat IgG (H+L) (Invitrogen, A-21247): Immunofluorescence analysis of this antibody was performed using A549 cells stained with alpha Tubulin (YL1/2) Rat Monoclonal Antibody (<https://www.thermofisher.com/antibody/product/Goat-anti-Rat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21247>)

Goat anti-rabbit IgG (H+L) (Invitrogen, A-11011): Immunofluorescence analysis of this antibody was performed using HeLa cells stained with alpha Tubulin Rabbit Polyclonal Antibody (<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11011>)

Donkey anti-goat IgG (H+L) (Invitrogen, # A-11055): This antibody has been tested by flowcytometric analysis of OXTR expression on Ishikawa cells (human endometrial adenocarcinoma cell line) (<https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11055>)

Donkey anti-rabbit IgG (H+L) (Invitrogen, # A10042): Immunofluorescence analysis of this antibody was performed using HepG2 cells stained with alpha-1 antitrypsin Rabbit Polyclonal Primary Antibody (<https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10042>)

Donkey Anti-Rat IgG H&L (Abcam, # ab150155): Immunofluorescence analysis of this antibody was performed using HeLa cells stained with Anti-Tubulin antibody Primary Antibody (<https://www.abcam.com/products/secondary-antibodies/donkey-rat-igg-hl-alexa-fluor-647-preadsorbed-ab150155.html#lb>)

Anti-CD11c (AbLab, # 48-0051-01 and #67-0051-01): This monoclonal antibody has been tested on C57BL/6 mouse splenocytes.

Anti-CD106 (AbLab, # 31-0057-01): This monoclonal antibody has been tested on C57BL/6 mouse Bone Marrow.

Anti-Fcgamma Receptor (AbLab, # 21-0041-05): Purified antibody has been tested on isolated C57BL/6 mouse splenocytes. Staining of the antibody was detected with anti-rat IgG.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Animals were housed in a specific pathogen-free facility with a temperature range of 21-23°C, humidity levels between 40-60%, and a standard 12-hour light/12-hour dark cycle. Adult mice of both sexes, aged between 7 and 24 weeks were used in this study. We used age- and sex-matched littermates randomly assigned to different experimental groups wherever possible. C57BL/6J (#000664), B6 Cd45.1 (#002014), ROSA-DTA (#009669), and PDGFRαEGF (#007669) mice were purchased from The Jackson Laboratory. C57BL/6 mice expressing GFP ubiquitously from a cytomegalovirus-β-actin hybrid promoter were a gift of I. L. Weissman (Stanford University). To generate Csf1null/flox (Csf1flox) mice, non-tissue-specific null alleles of Csf1 were obtained through a cross between Tie2-Cre (The Jackson Laboratory, #008863) with Csf1 flox/flox mice (a gift of S.A. Werner and J.X. Jiang, University of Texas Health Science Center at San Antonio). Tie2-Cre recombinase activity is detected in endothelial tissues, as well as reproductive tissues, leading to the germline deletion of the floxed allele. Subsequently, these Csf1null/flox (Csf1flox) mice were crossed with PDGFR-Cre-ERT2 mice (The Jackson Laboratory, #032770) 56 to conditionally delete the Csf1 floxed allele in FAPs.

### Wild animals

No wild type animals were used in this study.

### Reporting on sex

Both sexes were used in this study. We used age- and sex-matched littermates randomly assigned to different experimental groups wherever possible.

### Field-collected samples

No field collected samples were used in this study.

## Ethics oversight

All animal procedures were carried out in accordance with the University of British Columbia Animal Care Committee guidelines under experimental protocol numbers A18-0314, A22-0245, and A19-0316.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Mice were initially anesthetized via intraperitoneal injection of 2,2,2-tribromoethyl alcohol (Aldrich T4840-2). To avoid confounding results, prior to tissue collection, mice were perfused with 15 mL of warm PBS to remove circulating cells from blood vessels. Following removing the fascia, skeletal muscle from both hindlimbs of the mice were then carefully dissected. A mixture of Collagenase D (Roche; 1.5 U ml<sup>-1</sup>; # 11088882001) and Dispase II (Roche; 2.4 U ml<sup>-1</sup>; # 04942078001), and 10mM CaCl<sub>2</sub> was added to the samples and was incubated at 37°C for 60 minutes. During the incubation period, the muscle mixtures were vortexed initially and then once every 20 minutes, for a total of four times. Preparations were passed through a 40µm cell strainer (Falcon™, # 352340) and washed with PBS. This filtration created a single suspension of cells which was then centrifuged for 7 minutes at 550g. In preparation for flow cytometry, blocking buffer, composed of 10% goat serum, flow cytometry staining (FACS) buffer (PBS, 2% FBS, 0.4% EDTA) and 1:200 Anti-Fcγ Receptor (AbLab, clone 24G2, # 21-0041-05) were added to each falcon tube containing the single cell suspensions. A cocktail of antibodies (Table 1) was then added to each cell suspension in the appropriate dilutions.

#### Instrument

Stained cells were washed and analyzed using a LSRII (Becton Dickinson) or CytoFLEX (Beckman Coulter). Cell sorting was performed using a FACSARI or Influx cell sorter (Becton Dickinson).

#### Software

BD FACSDiva™ Software or CytExpert

#### Cell population abundance

The percentage of each population is provided in the figures.

#### Gating strategy

The gating strategy is shown in each figure.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

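The data are 4 bulk RNA sequencing libraries, of DPPIV- and DPPIV+ FAPs from each of 2 mice after 3 weeks of CSF1R inhibition and 3 days of withdrawal. The authors demultiplexed the paired-end reads with bcl2fastq2, aligned them to mm10 with STAR and counted them on annotated genes with RnaReadCounter, and they deposited the result as raw counts per gene symbol, without normalization. The table held whole numbers for 24421 symbols with 0 repeated symbols, and genes with 0 counts in all libraries were listed, so no filter had been applied to it. The totals per library and the limit that 3 counts set in each are given beside the results.

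From these counts, the following was computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The paper names an earlier DESeq2 release. Genes with at least 2 CPM in at least 2 libraries were kept. The filter follows the paper's methods, read so that a gene under 2 CPM in both DPPIV- libraries is kept, since Fig. 4c draws such genes. Normalization was by TMM, dispersions were estimated in the model with mouse and cell type, and the cell types were compared with edgeR's quasi-likelihood fit (without robust moderation) and F test, two-sided, with Benjamini-Hochberg adjustment over the genes kept and a threshold of 0.05. The prior degrees of freedom were estimated as infinite, so every gene took the spread of its abundance trend, which makes the p-values of abundant genes very small. A log2 fold change is given with a standard error computed as its size over the square root of the F statistic. CPM values are means over 2 mice with their SD, on TMM-scaled library sizes. Log2 ratios per mouse were computed with a prior count of 0.125.

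The paper's methods place the animal in the model, and the sample labels give each mouse number to 1 DPPIV- and 1 DPPIV+ library, so mouse was a block. The differences between mouse 2 and mouse 1 in DPPIV- and in DPPIV+ FAPs had a correlation of 0.434 across genes, which are not independent replicates. With 2 mice, leaving out 1 of them leaves 1 library per cell type, for which log2 fold changes but no tests were computed, and other groupings of the libraries were not counted.

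The results, tests, samples and alternatives were set before the data were examined. The alternatives were DESeq2's Wald test, no mouse block, RLE and upper-quartile normalization, no filter, 2 CPM in at least 3 libraries, 10 counts in every library, edgeR's likelihood ratio test, a test against a 1.5-fold change, an adjusted p under 0.01, and each mouse left out. Robust empirical Bayes moderation and a correction for GC content and gene length by loess offsets per library (span 0.5) in the blocked model were added after seeing the data. GC content and length were taken from GENCODE release M21 on GRCm38 for 11205 of the genes kept (96.7%). Spearman's correlation of the log2 fold change across genes was -0.0923 with GC content and 0.0525 with log length.

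The families were lists of 11 BMP ligands, 19 Wnt ligands and 20 semaphorins, tested with camera at an inter-gene correlation of 0.01 and with fry. Genes named in the text are the 17 genes of Fig. 4c, family members past the threshold, genes the paper names for FAPs, for other cell types or for sorting, marker lists for macrophages, blood and lymphatic endothelium, tenocytes, mural cells, satellite cells, myofibres, glia, perineurium and sex, and the 5 largest and 5 smallest log2 fold changes past the threshold with the same direction in both mice. The family and marker lists were written before the counts were opened but after the paper and its own list of differentially expressed genes had been read. Lists of secreted BMP and Wnt inhibitors were chosen after seeing the data.

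The tests were run first on simulated counts drawn from the real means and library sizes. With dispersions on the trend, edgeR's quasi-likelihood test called 212 of 214 changed genes with 10 false calls over 11481 genes tested, and DESeq2 called 191 with 0 false calls. With dispersions that varied between genes, edgeR called 204 of 213 with 27 false calls over 11454 genes tested, DESeq2 called 190 with 6, and the likelihood ratio test called 210 with 75. Overlaps of exons were read from the annotation, and similar transcripts were searched with BLAST 2.17.0 (at least 97% identity over at least 50 bases). Pairs of neighbouring genes were tested with 9999 permutations of the genes' labels along the genome. In simulated labels, the count was 9 pairs with 9.10 by permutation for random labels, and 224 with 9.55 for planted runs. Reads, alignments and the flow cytometry, histology and digital PCR of the paper were not analysed here.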

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

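The tests in this part were chosen after the results they concern had been seen.

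7 BMP ligands and semaphorins outside those the paper discusses were lower in DPPIV+ FAPs past the threshold: Bmp4, Bmp5, Sema3f, Sema5a, Sema6c, Sema6d and Sema7a. Their median log2 fold change was -1.03. With a correction for GC content and gene length in the model with mouse, 6 of the 7 stayed lower and past the threshold while the calls of 756 genes changed, which argues against GC content or length as the whole cause for Bmp4, Bmp5, Sema3f, Sema5a, Sema6d and Sema7a. Sema6c had an adjusted p of 0.434 after the correction (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and between 0.0148 and 0.558 over all its alternatives, so its difference may come from GC content or length. Mural cells sorted with the DPPIV- FAPs stay open. The mural list had a median log2 fold change of -1.04 and 5 of its 6 genes were lower past the threshold, but the genes moved apart, from -1.60 for Notch3, -1.32 for Kcnj8 and -1.27 for Cspg4 to -0.42 for Rgs5 and -0.28 for Myh11. With DESeq2's Wald test and Benjamini-Hochberg adjustment, Mcam (adjusted p = 0.209) and Rgs5 (adjusted p = 0.439) of these genes did not pass. Without the mouse block, edgeR's quasi-likelihood test gave Mcam an adjusted p of 0.0564 and Rgs5 of 0.228. The most abundant of the list were Cspg4, with 69.7 CPM in DPPIV- FAPs and 29.3 CPM in DPPIV+ FAPs, and Notch3, with 22.2 and 7.34 CPM. How much of these genes FAPs express themselves is not known from these libraries, so RNA of mural cells and a difference between the FAP populations cannot be told apart. A difference between the cell types, which the design compares, stays open as well.

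Xist, a gene the paper does not report on, had 153 reads in DPPIV- FAPs and 166 in DPPIV+ FAPs of mouse 1, against 1 and 3 reads in mouse 2. The 4 Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty argue against a female mouse 1, since their summed CPM in mouse 1 was 100.9% of that in mouse 2. Female cells or RNA mixed into the libraries of mouse 1 stay open. The Y chromosome genes differed between the mice by a median of -0.052 on the log2 scale, mouse 2 against mouse 1, and the level of Xist in female FAPs, which would give the share, was not measured here. Xist shares 2686 exon bases with other genes, Tsix among them, and reads from those genes were not told apart from it. No biological explanation was tested.

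10 of the 10 genes of the macrophage list had more than 3 reads in every library, although the cells were sorted without CD45 and the paper does not report on macrophage genes in them. The most abundant was Lyz2, with 172 ± 67.0 CPM (SD, n = 2) in DPPIV- FAPs and 126 ± 6.64 CPM in DPPIV+ FAPs. The summed list had 454.8 CPM in DPPIV- FAPs of mouse 1, 266 CPM in DPPIV- FAPs of mouse 2, and 295.1 and 250.1 CPM in the DPPIV+ FAPs of mouse 1 and mouse 2. 17 of the 17 macrophage and endothelial genes kept were higher in DPPIV- FAPs of mouse 1 than of mouse 2, by a median of 0.74 on the log2 scale for the macrophage list and 0.86 for the endothelial list. In DPPIV+ FAPs, 0 of the 10 macrophage genes and 1 of the 7 endothelial genes were higher in mouse 2, and the medians leaned to mouse 1 by less, 0.21 and 0.19. A lower share of FAPs in the DPPIV- library of mouse 1 would raise the markers of every other cell type. The myofibre list was higher in mouse 2 than in mouse 1, by a median of 0.61 on the log2 scale in DPPIV- FAPs. In DPPIV+ FAPs the myofibre list was higher in mouse 2 as well, by a median of 0.53. It therefore differed between the mice in both cell types and cannot test the share of FAPs in a single library. In DPPIV- FAPs, mouse 2 against mouse 1, the other lists were mixed. The medians were -0.29 for mural cells and -0.26 for glia, against 0.63 for tenocytes, 0.33 for lymphatic endothelium, 0.16 for perineurium and 0.03 for satellite cells. A lower share of FAPs stays open. Macrophages and endothelial cells carried through the sort stay open, since the expression of these genes by FAPs themselves is not known from these libraries. No biological explanation was tested for a difference between mice that were treated alike.

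The tenocyte list had a median log2 fold change of 1.44 in DPPIV+ against DPPIV- FAPs. 4 of its 5 genes were higher past the threshold, with log2 fold changes of 2.26 for Fmod, 2.14 for Scx, 1.44 for Mkx and 1.27 for Tnmd, which the paper uses as a tenocyte gene. Thbs4, the most abundant of the list with 1849 CPM in DPPIV- FAPs and 1685 CPM in DPPIV+ FAPs, had a log2 fold change of -0.20, and 0.08 without mouse 1. Tenocytes sorted with the DPPIV+ FAPs and FAPs that express tenocyte genes cannot be told apart by these values, because tenocytes and FAPs may differ in how much Thbs4 they express. The same candidate explanation was tested for the 17 genes of Fig. 4c. From mouse 1 to mouse 2, the log2 ratio of DPPIV+ to DPPIV- FAPs grew for 5 of the 5 tenocyte genes (median change 0.44) and for 11 of the 17 genes of Fig. 4c (median change 0.07). In DPPIV+ FAPs, all 5 tenocyte genes were higher in mouse 2 than in mouse 1, by a median of 1.07 on the log2 scale. Of the 17 genes of Fig. 4c, only Bmp6, Wnt11 and Sema3a were higher in mouse 2, by 0.07, 0.10 and 0.35. This argues against tenocytes as the whole source of the other genes of Fig. 4c. With 2 mice, tenocytes cannot be told apart from FAPs as a source for part of the 17 genes.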

How the results depend on the processing

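All 17 genes of Fig. 4c were higher in DPPIV+ FAPs and past the threshold with DESeq2, without the mouse block, with RLE or upper-quartile normalization, with no filter, with the likelihood ratio test, with an adjusted p under 0.01, and with the alternatives chosen after seeing the data (robust empirical Bayes, and the correction for GC content and length). With 2 CPM in at least 3 libraries, 13 were tested and passed, and with 10 counts in every library, 15 were tested and passed. Against a 1.5-fold change, 13 passed, and Bmp1, Bmp2k, Wnt11 and Sema4c did not.

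The number of genes past the threshold depended on the test. In place of 1837 higher and 1989 lower genes, DESeq2 gave 923 and 995, and a test against a 1.5-fold change gave 436 and 656. Without the replicate block that pairs the libraries of a mouse, the counts were 1001 and 1119, all of them also called with the block, and 17 of the named genes other than Dpp4 and Csf1 were no longer past the threshold, none of them a gene of Fig. 4c. The other alternatives gave between 1436 and 2059 higher genes and between 1561 and 2295 lower genes. With upper-quartile normalization, 39.3% of the calls were higher in DPPIV+ FAPs, against 48.0% in the main comparison and 55.9% with the correction for GC content and length. The cause of these differences was not tested here, apart from the simulation under the other observations. Counts of calls could not be given with 1 mouse left out, which leaves 1 library per cell type.

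With both mice, family medians moved most with the filter. The median log2 fold change of BMP ligands stayed between 0.91 and 1.92 and that of Wnt ligands between 0.59 and 1.53, with a camera p under the threshold under each alternative. The semaphorin median of -0.06 changed sign, to 0.078 with 2 CPM in at least 3 libraries, which tests fewer genes, and to 0.038 with the correction for GC content and length, chosen after seeing the data, where the cause was not tested. Without mouse 1 or mouse 2, the medians were 1.73 and 1.90 for BMP ligands, 1.72 and 1.08 for Wnt ligands, and -0.18 and 0.18 for semaphorins, so the direction of the semaphorin median rests on which mouse is counted. Between 4 and 7 semaphorins were lower past the threshold under the alternatives for which the families were tested, and 6 were higher under each of them.

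With robust empirical Bayes, chosen after seeing the data, Dpp4 had a log2 fold change of 3.41 with an adjusted p of 0.178 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the largest adjusted p of Dpp4 under the other alternatives was 5.57e-04, without the replicate block. The fold change was the same as in the main fit, so the change lies in the spread that the test used. The standard error was 0.44 with robust moderation and 0.41 with DESeq2, against 0.08 in the main fit. The main fit took the spread of Dpp4 from the abundance trend, so the difference between the mice did not enter that error. The log2 fold change of Dpp4 was 3.86 without mouse 1 and 3.02 without mouse 2. Csf1 kept its direction, with log2 fold changes from 0.63 to 0.75, and 0.60 without mouse 1, and with both mice it passed the threshold except against a 1.5-fold change, a test added for Csf1 and Dpp4 after seeing the data, where its log2 fold change of 0.68 had an adjusted p of 0.269 (edgeR's test against a fold change with Benjamini-Hochberg adjustment) because that test asks for a larger difference.

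For the 88 other named genes, 850 pairs of a gene and an alternative with both mice were compared. In 795 the direction and the side of the threshold were kept, in 50 the gene was no longer past the threshold (17 with DESeq2, 17 without the block and 16 with the others), and in 1 it became so. In 4 pairs the sign changed, for genes near 0 that did not pass the threshold: Il34 had 0.020 and Tnnt3 had 0.040 with the correction for GC content and length, Tnnt3 had 0.00233 with no filter, and Eif2s3y had -0.026 with upper-quartile normalization. The cause was not tested. Of 120 medians of marker lists under the alternatives, 116 moved by less than the spread between the mice and 4 by more, among them the perineurial list, at 0.05 with 1 gene less under 2 CPM in at least 3 libraries. Of the 90 named genes, 16 changed sign with a mouse left out (12 without mouse 1 and 4 without mouse 2), none of them a gene of Fig. 4c. Past the threshold with both mice were Kdr, at 0.10 without mouse 1, and Thbs4, at 0.08 without mouse 1. The log2 fold changes of Mal2, Mrgprg, Acsbg1 and Xist without mouse 1 were 8.41, 9.79, -8.45 and 1.57, where a cell type held at most 3 reads in mouse 2. Depth also limits the size of the fold change of Wnt1 and Bmp8a, which had between 3 and 8 reads in the DPPIV- libraries, but their direction was the same in both mice.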

Differences from the paper's values

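The paper's table of differentially expressed genes lists 923 genes higher in DPPIV+ FAPs and 994 lower, the paper's counts, against 1837 higher and 1989 lower with edgeR's quasi-likelihood test here. Among the alternatives set before the data were examined, DESeq2's Wald test, the test that the paper's methods name, gave 923 higher and 995 lower genes, and edgeR without the mouse block gave 1001 and 1119, both within 1.5 times the paper's counts. RLE size factors (1760 and 1892), upper-quartile normalization (1489 and 2295), no filter (1890 and 2006), 2 CPM in at least 3 libraries (1713 and 1787), 10 counts in every library (1854 and 1991), the likelihood ratio test (1717 and 1936), the test against a 1.5-fold change (436 and 656) and an adjusted p under 0.01 (1436 and 1561) did not close the gap. All 1917 genes of the paper's table passed the threshold here with DESeq2 and with edgeR, in the paper's direction, and the log2 fold changes from DESeq2 here differed from the paper's by at most 1.8e-14.

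The 49 log2 fold changes compared gene by gene with the paper's table differed by less than the larger of the paper's standard error and the spread between the mice, and the largest difference was 0.74. The paper states that DPPIV+ FAPs expressed the 3 families at a higher level and draws selected genes of each in Fig. 4c, all of which were higher here. Over the semaphorins and BMP ligands as a whole the directions were mixed: 6 of the 17 semaphorins tested here were higher and 5 lower past the threshold, and among BMP ligands Bmp4 and Bmp5 had log2 fold changes of -0.53 and -1.19. The median of the semaphorins was -0.06, and it was above 0 with 2 CPM in at least 3 libraries (0.08), without mouse 2 (0.18) and with the correction for GC content and length (0.04), which was chosen after seeing the values. The summed CPM of the semaphorins was higher in DPPIV+ FAPs in both mice (739.8 against 1758 CPM on average), and the set test camera pointed toward DPPIV+ FAPs. That test is not independent evidence, since the paper named the family on these samples. Most of the difference between the sums came from Sema3c, with 288 CPM in DPPIV- FAPs and 1264 CPM in DPPIV+ FAPs.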

Other observations

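The tests in this part were chosen after the results they concern had been seen.

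GC content or gene length as the cause of the differences in Fig. 4c was tested with the correction in the model with mouse. After it, 17 of the 17 genes stayed past the threshold, while the calls of 756 other genes changed, which argues against it as the whole cause for these genes.

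More genes passed the threshold with edgeR than with DESeq2. In counts simulated with dispersions that vary between genes, 11.7% of edgeR's calls were false, against 3.06% of DESeq2's, 1.12% of edgeR's without the mouse block and 26.3% of those of the likelihood ratio test, and with dispersions on the trend 4.50% of edgeR's calls were false. With varying dispersions, the simulation changed 213 of the 11454 genes tested, whereas 33.0% of the genes passed in the real counts. Its shares of false calls therefore do not carry over to the real counts. It gave 231 calls with edgeR and 196 with DESeq2, a smaller gap than in the real counts. Dispersion that varies between genes, fitted with 1 residual degree of freedom, may still account for part of the genes called with edgeR alone. The simulation does not show which genes those are.

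Genes higher in DPPIV+ FAPs were often neighbours on a chromosome. Over 11186 genes tested with a position, 34 pairs of neighbours were both past the threshold with a log2 fold change of at least 1, against 9.68 by permutation, and 49 pairs were both lower by as much, against 27.0 (permutation tests, p = 0.0001 each, the smallest these permutations can give). Wnt10b and Wnt1 are such a pair, 11.7 kb apart, and so are Sema3d and Sema3a, Sema3a and Sema3e, Prdm8 and Bmp3, and Bmp3 and Prkg2. Over pairs more than 10 kb apart, 24 were higher against 5.98 by permutation, which argues against reads shared between overlapping or adjoining genes as the whole cause. Over pairs without a common stem in their symbols, 24 were higher against 9.18, which argues against local duplicates as the whole cause. The count fell from 34 to 24 without pairs such as Wnt10b and Wnt1, so local duplicates may be part of it. After the correction for GC content and length, 34 were higher against 11.3, and with DESeq2, 34 against 8.60. The permutation p was 0.0001 in each of these 4 counts. Regulation shared by neighbouring genes stays open as a hypothesis and was not tested.

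Dpp4 was higher in DPPIV- FAPs of mouse 1, with 1879 reads, than of mouse 2, with 776. If DPPIV+ cells had entered the DPPIV- gate of mouse 1, other genes high in DPPIV+ FAPs would be higher there by a similar share. The excess of Dpp4 in DPPIV- FAPs of mouse 1 was 6.89% of its level in DPPIV+ FAPs of mouse 1, and over 116 other genes with a log2 fold change above 2 the median excess was 3.21% (quartiles 0.516% and 6.17%). Of these, 89 were higher in DPPIV- FAPs of mouse 1 than of mouse 2, but 89 were also higher in DPPIV+ FAPs of mouse 1 than of mouse 2, so cells in the wrong gate cannot be told apart from a difference between the mice.

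Csf1, which the paper measured at steady state by droplet digital PCR (Fig. S4d), had 459 ± 5.11 CPM (SD, n = 2) in DPPIV- FAPs and 734 ± 45.7 CPM in DPPIV+ FAPs 3 days after withdrawal of CSF1R inhibition. Its log2 fold change was 0.68 (standard error 0.07, adjusted p = 4.11e-21, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 2 of 2 mice. Unlike the tests above, this one belongs to the main comparison, which was set before the data were examined. In the paper's source data of Fig. S4d, the ratio of DPPIV+ to DPPIV- FAPs was 1.41 and 1.23 in the paper's 2 samples. Il34, the other ligand of CSF1R, had a log2 fold change of -0.06, and the median of both was 0.31.

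Secreted inhibitors of the same pathways, lists chosen after seeing the data, changed in both directions. Of the 7 genes kept from the BMP list, 2 were higher and 4 lower past the threshold. Among the lower genes was Bmper, with a log2 fold change of -1.04, from 332 to 162 CPM, which was listed as a BMP modulator and not as an antagonist. Of the 6 genes kept from the Wnt list, 4 were higher and 2 lower past the threshold. Dkk3, among the lower genes, was listed as a member of the Dickkopf family and not as a Wnt antagonist. With DESeq2's Wald test and Benjamini-Hochberg adjustment, Chrdl1 (adjusted p = 0.572), Sfrp2 (adjusted p = 0.941) and Sfrp4 (adjusted p = 0.372), all among the higher genes, did not pass, and Sfrp2 had a log2 ratio of 0.56 in mouse 1 and -0.19 in mouse 2. Wif1 rose from 2.40 to 19.0 CPM (log2 fold change 2.98), and Sfrp1 fell from 276 to 93.4 CPM (log2 fold change -1.54).

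The marker lists were written before the counts were opened, but after the paper's list of differentially expressed genes had been read. Among genes the paper names for FAPs, Pi16 had a log2 fold change of 2.66, Ly6a of 0.58 and Pdgfra of -0.38, and the median of the list with Dpp4 and Csf1 was 0.68. The medians of the other marker lists were -0.33 for macrophages, -0.43 for endothelium, -0.52 for lymphatic endothelium (2 genes kept), 0.06 for myofibres, -0.10 for glia (3 genes kept), -0.82 for perineurium (2 genes kept) and 0.09 for the sex genes. The macrophage and endothelial medians rest largely on mouse 1, since every gene but Mrc1 had a higher log2 ratio in mouse 2. Lyz2 had -0.75 in mouse 1 and -0.04 in mouse 2, and Pecam1 had -0.80 and -5.6e-04. The lymphatic median rests on mouse 2, with 0.44 in mouse 1 and -1.76 in mouse 2 for Lyve1, and -0.04 and -1.18 for Flt4. Of the satellite cell list, 1 gene was kept, Vcam1, with a log2 fold change of -1.77, which encodes the CD106 by which the paper sorts muscle precursor cells.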
